# *Zfp57* inactivation illustrates the role of ICR methylation in imprinted gene expression during neural differentiation of mouse ESCs

**DOI:** 10.1038/s41598-021-93297-3

**Published:** 2021-07-05

**Authors:** Basilia Acurzio, Ankit Verma, Alessia Polito, Carlo Giaccari, Francesco Cecere, Salvatore Fioriniello, Floriana Della Ragione, Annalisa Fico, Flavia Cerrato, Claudia Angelini, Robert Feil, Andrea Riccio

**Keywords:** Genetics, Epigenetics, Imprinting

## Abstract

ZFP57 is required to maintain the germline-marked differential methylation at imprinting control regions (ICRs) in mouse embryonic stem cells (ESCs). Although DNA methylation has a key role in genomic imprinting, several imprinted genes are controlled by different mechanisms, and a comprehensive study of the relationship between DMR methylation and imprinted gene expression is lacking. To address the latter issue, we differentiated wild-type and *Zfp57*^-/-^ hybrid mouse ESCs into neural precursor cells (NPCs) and evaluated allelic expression of imprinted genes. In mutant NPCs, we observed a reduction of allelic bias of all the 32 genes that were imprinted in wild-type cells, demonstrating that ZFP57-dependent methylation is required for maintaining or acquiring imprinted gene expression during differentiation. Analysis of expression levels showed that imprinted genes expressed from the non-methylated chromosome were generally up-regulated, and those expressed from the methylated chromosome were down-regulated in mutant cells. However, expression levels of several imprinted genes acquiring biallelic expression were not affected, suggesting the existence of compensatory mechanisms that control their RNA level. Since neural differentiation was partially impaired in *Zfp57*-mutant cells, this study also indicates that imprinted genes and/or non-imprinted ZFP57-target genes are required for proper neurogenesis in cultured ESCs.

## Introduction

In mammals, a subset of genes referred to as imprinted genes are expressed only from the allele that is inherited from the mother or only from the allele that is inherited from the father^1^. Currently, over 150 genes have been reported to be imprinted in the mouse, many of which are also imprinted in humans^2–5^. Most of these genes have important roles in fetal growth, development and neural functions, and their dysregulation results in diseases^1,6^. The majority of imprinted genes are arranged in chromosomal clusters that are controlled by imprinting control regions (ICRs)^7^. ICRs overlap CpG-rich sequences that display differential DNA methylation (differentially methylated regions, DMRs) and differential histone modifications on their maternal and paternal alleles. DNA methylation is differentially established at ICRs in male and female germlines and maintained throughout development, despite the global demethylation and subsequent de novo methylation occurring in early embryogenesis^8^. Seminal studies in the mouse have demonstrated the critical role of DNA methylation in maintaining imprinted gene expression^9,10^. However, several imprinted loci appear not to be regulated by DNA methylation^11–14^. More recently, a non-canonical and H3K27me3-dependent form of imprinting has been demonstrated in the mouse^15,16^.

The KRAB zinc finger protein ZFP57 has a critical role in maintaining DNA methylation at ICRs in both humans and mice^17,18^. Homozygous mutations of *ZFP57* have been reported in human individuals affected by type 1-transient neonatal diabetes mellitus (TNDM1), who present multi-locus imprinting disturbances. In the mouse, maternal-zygotic deletion of *Zfp57* results in failure to maintain DNA methylation imprints, and causes mid-gestation embryonic lethality. ZFP57 recognizes the methylated hexameric motif "T/GGCCGC'' within ICRs and recruits the corepressor KRAB-A-interacting protein (KAP1) together with DNA methyltransferases and histone H3K9 methyltransferases to these sites^19–22^. In addition to ICRs, ZFP57 binds numerous non-imprinted genes and many transposable elements in mouse embryonic stem cells (ESCs). However, upon *Zfp57* deletion, most or all ICRs lose their allelic DNA methylation and H3K9me3, while non-imprinted target loci lose H3K9me3 but maintain most of their DNA methylation, and repetitive elements are not apparently affected^23,24^. Recently, the KRAB zinc finger protein ZNF445/ZFP445 was identified as a further important regulator of genomic imprinting^25^. However, its role seems to be more relevant in humans, while in mice *Zfp445* appears to be required for preserving methylation at only a subset of ICRs in the absence of *Zfp57*^25^.

Loss of *Zfp57* results in expression changes at only a few imprinted and non-imprinted genes in pluripotent ESCs^19,23^. Allele-specific gene expression analysis in hybrid *Zfp57*^-/-^ ESCs demonstrated that loss of *Zfp57* causes derepression of the silenced allele of these imprinted loci^24^. However, despite the fact that most ICRs displayed loss of methylation, only a few imprinted genes had their allele-specific expression status deregulated in *Zfp57*^-/-^ ESCs. In fact, most imprinted genes have low RNA levels in pluripotent ESCs, but become activated in a lineage-specific manner during differentiation particularly during neurogenesis^26^. In this study, we investigated the effect of *Zfp57* inactivation upon differentiation of ESCs into neural precursor cells (NPCs). The results obtained highlight the complex relationship between ICR methylation maintained by ZFP57 and imprinted gene expression during neural differentiation.

## Results

### Deregulation of ZFP57 target genes in *Zfp57*^-/-^ ES cell-derived neural precursor cells

It was previously shown that in vitro corticogenesis can recapitulate the imprinting identity of perinatal cortex, and yields the correct parent-of-origin-dependent expression and DNA methylation at imprinted gene loci^26^. We reasoned, therefore, that this system could be a good model to test the consequences of *Zfp57* inactivation on genomic imprinting. Neural differentiation was induced in pluripotent ESCs, following an established protocol with addition of the sonic hedgehog inhibitor cyclopamine that generates cortical-identity neural progenitors^27^ (Fig. 1a). For this study, we used ESCs that were hybrid between the genetically divergent M. m. molossinus strain JF1 and C57BL6/J, so that at almost all imprinted genes the parental alleles could be told apart.

**Figure 1:**
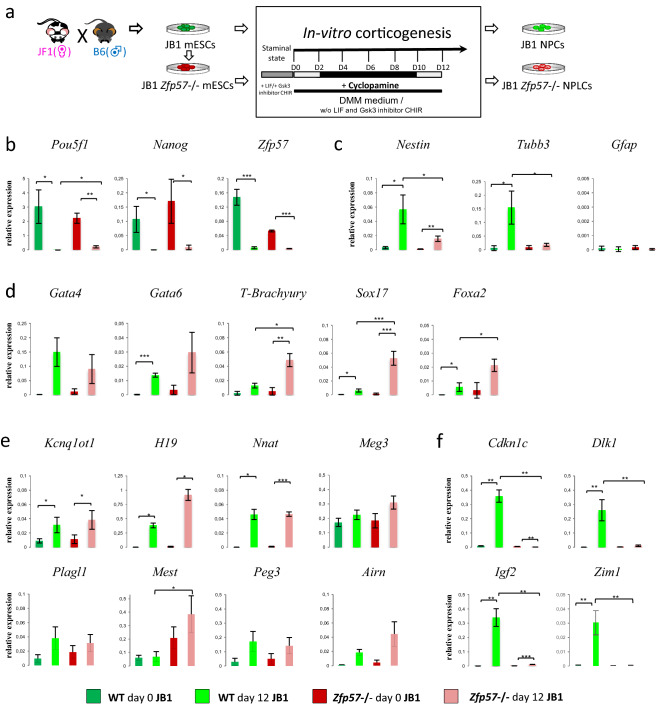
Differentiation protocol and marker expression analysis of wild-type and *Zfp57*^-/-^ hybrid cells. (**a**) Schematic of neural differentiation. Wild-type and *Zfp57*^-/-^ JB1 ESCs were cultured in DDM medium for 12 days and 1 μM cyclopamine was added from day 2 to day 10 to induce dorsalization of progenitor cells. At day 12 neural progenitor cells were harvested. (**b–d**) Expression analysis of pluripotency **(b)**, neural **(c)** and endoderm-mesoderm **(c)** differentiation markers and imprinted genes **(e,f)** in wild-type and *Zfp57*^-/-^ JB1 ESCs (day 0) and NPCs (day 12) assayed by quantitative RT-qPCR. The histograms show the average gene expression levels of three independent experiments, after normalization against the level of *β-actin*. Error bars represent the SD. Note that *Zfp57* expression was detected with the use of primers external to the deletion introduced during the gene knockout.

Wild-type (JB1) ESCs and the previously obtained JB1-derived *Zfp57*^-/-^ ESCs^24^ were subjected to the differentiation protocol, and the expression of pluripotency and neural markers was investigated by quantitative RT-PCR and immunofluorescence (IF, Fig. 1b,c, Supplementary Fig. 1). Differentiation was stopped at day 12 to obtain neural precursor cells (NPCs), in which it has been reported that the expression of many imprinted genes is activated^26^. The experiment was repeated several times, and down-regulation of the pluripotency markers *Nanog* and *Pou5f1* was always observed in both wild-type and *Zfp57*^-/-^ cells (Fig. 1b, Supplementary Fig. 1). In addition, the NPC-specific marker *Nestin* was increased from day 0 to day 12 in both wild-type and *Zfp57*^-/-^ cells, although its expression was found lower in the mutant cells by quantitative RT-PCR (qRT-PCR, Fig. 1c). Furthermore, down-regulation of the pluripotency marker Pou5f1 in all the cells and activation of Nestin in most of them was demonstrated at day 12 in the *Zfp57*-mutant and wild-type strain by IF (Supplementary Fig. 1). Consistent with cell differentiation of both cell lines, there was also down-regulation of *Zfp57*^28^*,* which was detected by qRT-PCR with the use of primers external to the deletion introduced during the knockout (Fig. 1b). Although these results demonstrate that after the 12 day-cyclopamine treatment the *Zfp57*-mutant cells lost their pluripotency markers and acquired a NPC-specific marker, the more terminal marker *Tubb3* was found activated only in the wild-type strain (Fig. 1c). Consistent with the differentiation protocol used (day 12)^26^, the glia-specific marker *Gfap* was not activated in either of the cell lines. Finally, some meso-endoderm-specific markers were activated with some differences in wild-type and mutant strains, suggesting that some of the cells also differentiated toward non-neural cell fates (Fig. 1d). Concerning the imprinted genes, significant activation of *Kcnq1ot1, H19* and *Nnat* was observed between day 0 and day 12 in both wild-type and mutant cells (Fig. 1e). A similar trend was observed for *Meg3*, *Plagl1*, *Mest*, *Peg3* and *Airn*, although the changes of the individual genes did not reach statistical significance. Conversely, *Cdkn1c*, *Dlk1, Igf2* and *Zim1* were activated upon differentiation only in the wild-type cells (Fig. 1f). A further *Zfp57* knockout clone, which was previously obtained in an inbred 129 ESC strain (E14^24^), was investigated by IF and qRT-PCR after the 12 day-cyclopamine treatment. This cell strain demonstrated Pou5f1 down-regulation, Nestin activation and deregulation of imprinted gene expression similar to the *Zfp57*^-/-^ JB1 cells (Supplementary Fig. 2). In summary, these results indicate that the ESCs lacking *Zfp57* are able to exit from pluripotency and partially differentiate into NPCs.

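JB1 is a male hybrid ESC line with a JF1 mother and a C57BL6/J (B6) father. Total RNA of 2 wild-type and 2 *Zfp57*-/- cultures, harvested at day 12 of the corticogenesis protocol with 1 µM cyclopamine, was depleted of ribosomal RNA and sequenced as stranded paired-end libraries. The authors aligned the read pairs to the mouse genome (GRCm38) with STAR, kept unique alignments, and deposited for each gene of GENCODE vM20 the number of fragments that featureCounts assigned to it on the matching strand, without normalization. These counts summed to 7663520 and 10225378 in the wild-type replicates and to 9545119 and 10337082 in the *Zfp57*-/- replicates. Because the strand was used, a gene and its antisense transcript were counted apart. Here, the counts were normalized for library size by edgeR's TMM method, and the 19995 genes with more than 8 counts summed over the 4 libraries were compared between genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. All log2 fold changes are of *Zfp57*-/- over wild-type cells, and the errors are standard deviations over 2 replicates unless named otherwise. The inactivated gene, *Zfp57* (ENSMUSG00000036036.15), lies on chromosome 17 from 37001163 to 37010635 and had 392 and 249 counts in the wild-type replicates and 158 and 144 in the *Zfp57*-/- replicates. Its normalized count was 340.3 ± 165 (SD, n = 2) in wild-type and 149 ± 14.9 (SD, n = 2) in *Zfp57*-/- cells, a log2 fold change of -1.19 (standard error 0.32, edgeR adjusted p = 0.0225). With each library left out in turn, the log2 fold change of *Zfp57* lay between -1.62 and -0.59.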

Two biological replicates of day 12-differentiated wild-type and *Zfp57*^-/-^ JB1 cells were analyzed by RNA-seq. The results obtained were compared with the datasets from day 0-pluripotent wild-type and day 0-pluripotent *Zfp57*^-/-^ JB1 cells (one replicate each) previously obtained in our laboratory^24^, as well as with the datasets of day 0-pluripotent and day 12-differentiated wild-type JB1 and BJ1 cells (two replicates each) previously reported by Bouschet and collaborators^26^ (Fig. 2). Hierarchical clustering demonstrated that pluripotent and differentiated cells were separated, while wild-type and *Zfp57*-mutant cells grouped together, when either all genes or only imprinted genes were considered, indicating that gene expression of the wild-type and mutant strains can be compared (Fig. 2a,b). The analysis of the pluripotency and differentiation markers by RNA-seq confirmed the results obtained by RT-PCR and IF (Fig. 2c). In particular, while ESC markers were generally down-regulated in both wild-type and mutant day 12-JB1 cells, *Nestin* but no other neural markers were activated in the *Zfp57*^-/-^ cells at a level similar to that of their control cells, or to previously reported hybrid NPCs^26^. Nevertheless, activation of the endo-mesoderm markers *Foxa2*, *Gata4* and *Gata6* was similar in wild-type and mutant strains.

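Of the 33 markers of Fig. 2c, 23 passed an adjusted p of 0.05 between the day 12 wild-type and *Zfp57*-/- cells, and 24 did when the adjustment covered the list alone. The alternative that moved this count most was a replicate block, which gave 26. Among the 12 pluripotency markers, 9 were higher in the *Zfp57*-/- cells and 0 were lower. *Pou5f1* had 1 and 6 counts in the wild-type and 2747 and 2286 in the *Zfp57*-/- replicates (log2 fold change 9.41, standard error 0.40, adjusted p = 1.71e-06). *Nanog* was not detected in the wild-type replicates and had 903 and 938 counts in the *Zfp57*-/- replicates, at least 293-fold higher than a library with 3 counts. The log2 fold changes of *Sox2*, *Klf4* and *Pcna* were 0.49, 0.28 and 0.42, none past the threshold. They became -0.169, -0.23 and -0.156 when *Actb* set the scale, which moved the median of all genes to -0.68. Relative to that median they lay at 0.51, 0.45 and 0.52. *Tet1* no longer passed the threshold on that scale (adjusted p = 0.299). Of the 15 neural markers, 13 were lower in the *Zfp57*-/- cells. *Tubb3* fell from 4029 ± 2019 to 520.2 ± 43.1 normalized counts (log2 fold change -2.95, adjusted p = 0.000162), and *Pax6* had a log2 fold change of -3.03 (adjusted p = 6.27e-05). *Nes*, which encodes Nestin, was at 3401 ± 68.9 normalized counts in wild-type and 1813 ± 30 in *Zfp57*-/- cells. This was a log2 fold change of -0.91 (standard error 0.18, adjusted p = 0.00524), larger than the spread between replicates. The remaining neural markers, *Emx1* and *Emx2*, had at most 24 counts in any library. The day 0 cells were not analysed here.

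**Figure D1:**
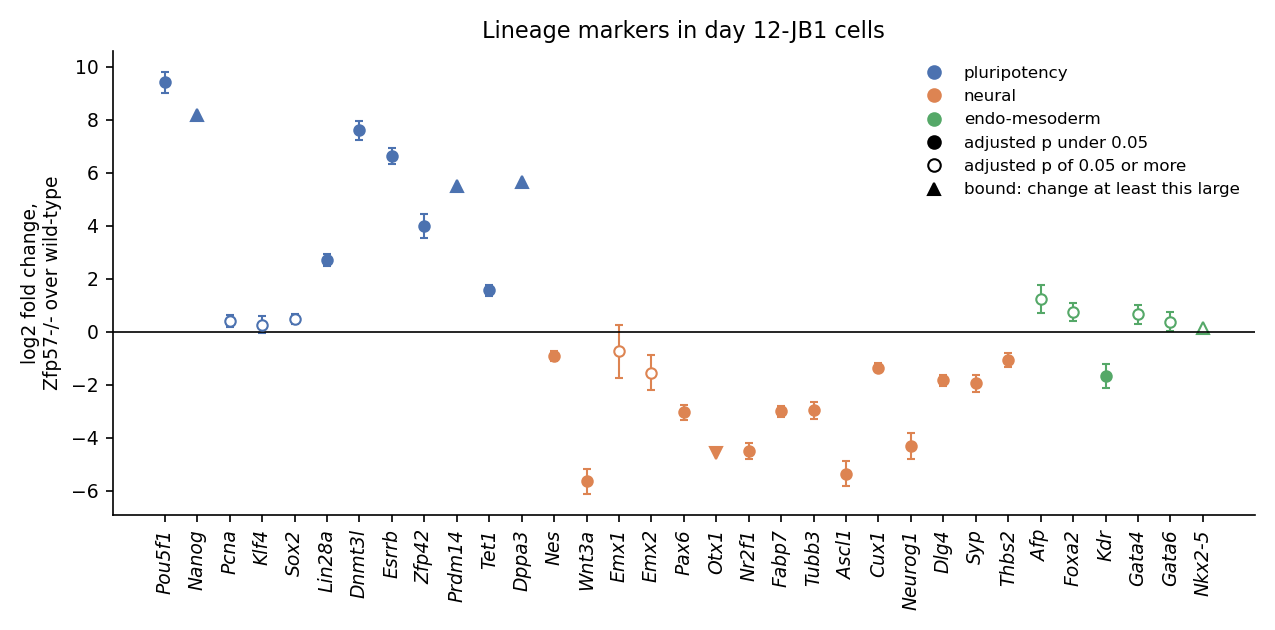
Log2 fold change of *Zfp57*-/- over wild-type day 12-JB1 cells (vertical axis) for the 33 markers of Fig. 2c, coloured by lineage; bars are standard errors from edgeR, filled symbols have an adjusted p under 0.05, and triangles are bounds for genes with at most 3 counts in every library of a genotype. The 9 filled pluripotency markers lie above 0 and the 13 filled neural markers below 0, with *Nes* at -0.91.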

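In the day 12 wild-type replicates, *Foxa2* had 173 and 520 counts, *Gata4* 542 and 1669 and *Gata6* 357 and 1167. In the *Zfp57*-/- replicates these genes had 444 and 707, 1400 and 2041 and 818 and 1129 counts. The log2 fold changes were 0.75 (standard error 0.35, adjusted p = 0.146) for *Foxa2*, 0.66 (0.35, 0.189) for *Gata4* and 0.38 (0.36, 0.468) for *Gata6*, none past the threshold. With the replicate number as a block, all 3 genes passed the threshold, with adjusted p = 0.000816, 0.00214 and 0.0489. Without a filter on low counts, *Foxa2* and *Gata4* did (0.00748 and 0.0172). With *Actb* as the scale, the log2 fold change of *Gata6* was -0.0896, or 0.59 relative to the median of all genes. *Kdr* was the endo-mesoderm marker past the threshold in the comparison without a block, with 318 ± 233 normalized counts in wild-type and 99.1 ± 24.5 in *Zfp57*-/- cells (log2 fold change -1.67, adjusted p = 0.0232).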

**Figure 2:**
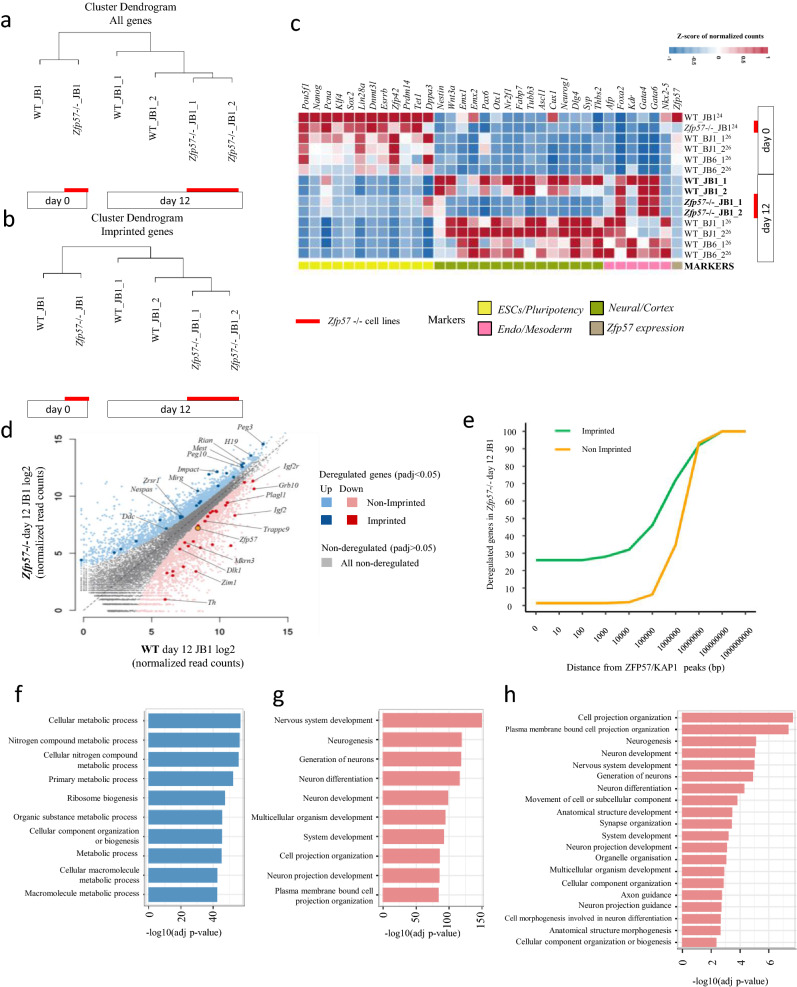
Whole-genome expression analysis of wild-type and *Zfp57*^-/-^ hybrid day-12 cells. (**a,b**) Cluster analysis of RNAseq data focusing on all genes (**a**) or imprinted genes (**b**) of day 0 and day 12-wild-type and *Zfp57*^-/-^ JB1 cells. *Zfp57*^-/-^ cells are indicated by a red line. (**c**) Heatmap representing lineage-specific marker expression in wild-type and *Zfp57*^-/-^ JB1 cells derived from RNAseq analysis. The public datasets (references indicated) were retrieved from the GEO database (Supplementary Table 1). The new datasets are indicated with bold characters. The heatmap was created using R package "pheatmap version 1.0.12" (https://CRAN.R-project.org/package=pheatmap). (**d**) Scatter plot showing deregulated genes in *Zfp57*^−/−^ day 12-JB1 versus wild-type day 12-JB1 cells. Deregulated genes are indicated by red dots if downregulated (non-imprinted genes by light-red; imprinted genes by dark-red) and by blue dots if upregulated (non-imprinted genes by light-blue; imprinted genes by dark-blue). (**e**) Cumulative distribution of the distances (bp) of deregulated genes (imprinted genes: green; non-imprinted genes: orange) in *Zfp57*^-/-^ day 12-JB1 cells from the ZFP57 target sites determined in wild-type day 0-JB1 cells^24^. The difference between the two curves is statistically significant according to the two-sample Kolmogorov–Smirnov test (p-value < 1e-10). (**f,g**) Gene ontology analysis of differentially expressed genes in *Zfp57*^−/−^ day 12-JB1 cells (f, upregulated; g, downregulated). Bars represent GO:BP terms sorted by high to low -log10 (adjusted p-value). (**h**) Gene ontology analysis of down-regulated genes located < 100 Kb from ZFP57-KAP1 binding sites.

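Between the 2 wild-type and the 2 *Zfp57*-/- day 12 libraries, 5522 of the 19995 genes tested passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. DESeq2's Wald test on the same counts gave 4912 genes, of which 4798 were shared with the edgeR result. The number was 2901 at an adjusted p of 0.01, the alternative that moved it most. Same-numbered wild-type and *Zfp57*-/- libraries deviated from their group means with a correlation of 0.158 over 10529 genes, and with the replicate number as a block 6984 genes passed. The smallest adjusted p among the higher genes belonged to *Pou5f1*, *Tdh*, *Tdgf1*, *Zfp534* and *Klf2*. In wild-type cells *Tdh*, *Tdgf1* and *Zfp534* had at most 3 counts per library, and in *Zfp57*-/- cells they were at least 718-fold, 733-fold and 229-fold higher. The smallest among the lower genes belonged to *Dcx*, *Nhlh2*, *Myt1*, *Zic1* and *Igfbpl1*, with log2 fold changes of -6.42, -6.63, -6.51, -7.16 and -5.97.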

By using the DESeq2 software^29^, we identified 4912 differentially expressed genes in the *Zfp57*^-/-^ day 12-JB1 cells with respect to the day 12-JB1 wild-type cells. These included both up-regulated and down-regulated genes in similar proportions (Fig. 2d, Supplementary Table 2). 

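Of the genes past the threshold in the edgeR comparison, 2607 were higher and 2915 lower in the *Zfp57*-/- cells, so that 47.2% were higher. The share was 45.7% with DESeq2's test (2243 higher and 2669 lower) and 50.2% with a gene-length correction (2849 higher and 2831 lower). It was lowest at an adjusted p of 0.01, with 43.4% (1260 higher and 1641 lower), and with a minimum log2 change of 1 it was 43.6% (1803 higher and 2335 lower). The median log2 fold change over all genes tested was -0.01.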

50 of these genes were reported to be imprinted^3, 4^, indicating that the differentially expressed genes were enriched for imprinted genes (p-value < 1e−04).

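The share of imprinted genes was computed here over the 32 genes of Fig. 3, which the paper chose by their allelic ratio in wild-type cells and not by a difference between genotypes. All 32 were among the genes tested, and 21 of them were differentially expressed, against 27.6% of all genes (one-sided exact hypergeometric test, p = 8.18e-06). In 10000 random lists matched on mean expression, the median was 11 differentially expressed genes, and the observed number lay at percentile 99.99. A gene-length correction moved the number most, to 23, and the replicate block gave 22 (p = 9.97e-05 in the same exact test). The exact test and the random lists treat genes as independent, which genes of one imprinted domain are not. The p and the percentile may therefore be too extreme. Over the 40 genes of Table 2, 28 were differentially expressed. That list is partly made up of genes chosen for a change of RNA level, so no p is given for it.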

We previously showed that loss of *Zfp57* causes profound changes in DNA methylation and histone marks at its target sites in pluripotent ESCs^24^. To determine if the inheritance of these epigenetic modifications may have directly affected gene expression in NPCs, we calculated the distance of deregulated genes from previously mapped ZFP57 binding sites in ESCs^24^. We found that deregulated imprinted genes were more frequently within 1000 kb from ZFP57 targets than deregulated non-imprinted genes (Fig. 2e). 

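The distances used here are the paper's own, from the 1996 entries of its Supplementary Table 2 that could be read, which cover chromosomes 1 to 6 and the first part of chromosome 7. Of these genes, 1955 also passed the threshold in the edgeR comparison. Within 1000 kb of a ZFP57 peak lay 12 of the 13 imprinted genes named in the paper and 719 of the 1942 other genes (odds ratio 20.4, two-sided Fisher's exact test, p = 6.04e-05). The remaining imprinted gene was *Cntn3*, at 1012 kb. All these genes were called by the paper, and the imprinted ones hardly vary between settings, so that the alternatives could move the odds ratio little. It was 20.6 with a gene-length correction and 19.9 with a stricter expression filter, and with a replicate block it was 20.5 (Fisher's exact p = 5.93e-05). The paper names most of the 13 genes while describing domains with a ZFP57-bound DMR, or in Table 1 for a distance under 100 kb. Their closeness to a peak was thus largely set by how they were chosen, which limits this test and the distances below. Imprinted genes that the paper does not name would be counted among the other genes.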

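For the genes called both by the paper and here, the median distance to the nearest ZFP57 peak was 8.48 kb for the imprinted and 1797 kb for the other genes. Of the imprinted ones, *H13*, *Blcap*, *Peg10*, *Mest* and *Peg3* overlapped a peak according to the paper's distances, *Nespas* lay at 0.435 kb and *Adam23* at 245 kb.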

While imprinted gene expression was mostly altered by defective ZFP57 binding to ICRs at the imprinted loci themselves, many deregulated non-imprinted genes were located far from ZFP57 sites and were likely indirectly affected.

We then examined the identity and functional classification of the deregulated genes by gene ontology analysis. While up-regulated genes were mostly linked to intracellular functions and metabolic processes, down-regulated genes were prevalently involved in neurogenesis and neuron development pathways (Fig. 2f,g). Down-regulated genes involved in neuronal and developmental functions included 6 imprinted genes and 68 non-imprinted genes that were located within 100 kb from the ZFP57 binding sites (Fig. 2h, Table 1 and Supplementary Table 3). 

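All 74 genes of Table 1 had a negative log2 fold change, and 71 passed an adjusted p of 0.05 in the edgeR comparison. Adjusted over the list alone, all 74 passed, but the list holds the paper's own calls on these libraries. The exceptions were *Gpi1*, *Trio* and *Ptprg*, with adjusted p = 0.0655, 0.0547 and 0.0564. Across the list the log2 fold changes had a median of -1.33, and the one nearest 0 was -0.57. *Ptpn5*, which had 29 and 71 counts in wild-type and 0 and 2 in *Zfp57*-/- cells, was at least 16.5-fold lower. A gene-length correction moved the number most, to 64, and with the replicate block it was 74. The 6 imprinted genes were all lower, with log2 fold changes of -2.79 for *Igf2*, -1.12 for *Plagl1*, -1.10 for *Trappc9*, -1.10 for *Igf2r*, -1.00 for *H13* and -0.74 for *Inpp5f*. Of the other 68 genes, 65 passed the threshold. *Dner*, *Tenm4* and *Ptprg*, which lie in segments whose allelic ratio differed between the genotypes along many neighbouring genes, had log2 fold changes of -3.83, -1.57 and -0.57.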

Significantly, 24 of these non-imprinted genes were overlapping ZFP57 binding sites. This suggests that in addition to disrupting the expression of important imprinted genes, loss of ZFP57 binding may directly alter the expression of a group of non-imprinted genes that controls neuronal differentiation of ESCs in culture.

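Of the 24 genes that overlap a peak, 23 passed the threshold. The other was *Trio*, with 2992 and 3024 counts in the wild-type and 2033 and 2178 in the *Zfp57*-/- replicates (log2 fold change -0.58, standard error 0.20). Its log2 fold change became 0.0702 with a gene-length correction. From the place and the direction of these genes, the paper proposes that loss of ZFP57 binding may directly affect a group of non-imprinted genes that control neuronal differentiation, besides its effect on imprinted genes.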

**Table 1:** *Zfp57*^-/-^ day 12-JB1 cells down-regulated genes located < 100 kb from ZFP57/KAP1 binding sites and involved in neuronal and developmental functions.

Gene^a^	Log2 fold change (*Zfp57*^-/-^ vs WT)	Distance from ZFP57 peak (bp)	Functional category^b^
*Ptpn5*	−5.650198389	24,245	1,2,3,4,5,6,8,9,10,14
*Hes5*	−5.178415842	9979	1,2,3,4,5,6,8,9,10,14,15,19
*Otx1*	−5.163770188	3925	3,6,8,10,14,15,19
*Pthlh*	−3.996723886	77,959	6,8,10,14
*Dner*	−3.840008981	0	1,3,6,8,10,14,15
*Trim67*	−3.77993524	9591	1,2,3,4,5,6,8,9,10,14
*Grem2*	−3.332414676	0	6,8,10,14
*Lama2*	−3.187941857	44,022	1,2,3,4,5,6,8,9,10,11,12,13,14,16,17,18
*Sobp*	−3.001779515	23,142	6,8,10,14
*Megf11*	−2.998280188	0	6,8,10,14
*Tubb3*	−2.961888079	4595	1,2,3,4,5,6,8,9,10,11,12,13,14,16,17,18
*Stx1b*	−2.953214561	43,156	1,2,3,4,5,6,8,9,10,14
*Unc5a*	−2.861952413	7113	1,2,3,4,5,6,8,9,10,11,12,13,14,16,17,18
*Iqsec3*	−2.855605248	45,489	7
***Igf2***	−2.800585832	68,640	6,8,10,14
*Sparcl1*	−2.622871614	16,805	6,7,14
*Cacna2d2*	−2.593159777	60,968	6,7,14
*Mapk8ip2*	−2.581849823	78,444	1,2,3,4,5,6,8,9,10,13,14,17
*Fgfr2*	−2.563740007	0	6,8,10,14
*Rfx3*	−2.525629394	66,048	6,8,10,14
*Kcnk2*	−2.496481463	65,056	6,8,10,14
*Adgrv1*	−2.447653122	30,325	1,2,3,4,5,6,8,9,10,14
*Slit1*	−2.447307746	0	1,2,3,4,5,6,7,8,9,10,11,12,13,14,15,16,17,18,19
*Nefl*	−2.377539166	32,318	1,2,3,4,5,6,7,8,9,10,13,14,15,16,17,18,19
*Ank3*	−2.289887609	0	1,2,3,4,5,6,7,8,9,10,11,12,13,14,16,17,18
*Prkcb*	−2.05207033	0	6,8,10,14
*Tubb2a*	−1.924739676	88,398	1,3,4,6,8,10,14
*Aldh1a2*	−1.878207424	0	1,3,4,5,6,8,10,14,15,19
*Tubb2b*	−1.835573303	35,939	1,2,3,4,5,6,8,9,10,11,12,13,14,16,17,18
*Lgi2*	−1.728979281	17,027	3,6,7,8,10,14
*Lama4*	−1.717209218	30,669	6,8,10,14
*Akt3*	−1.607596025	39,078	3,6,8,10,14,15,19
*Fzd9*	−1.601739355	98,514	1,3,4,6,7,8,10,14
*Tenm4*	−1.574916915	0	1,2,3,4,5,6,8,10,14,15
*Ttbk2*	−1.438103277	96,955	3,6,8,10,14,15,19
*Efna5*	−1.37690116	27,126	1,2,3,4,5,6,7,8,9,10,11,12,13,14,15,16,17,18,19
*Ankrd6*	−1.349451504	0	6,8,10,14
*Cadm1*	−1.323861372	0	3,6,7,8,10,14
*Tub*	−1.323006164	0	6,8,10,14
*Id1*	−1.309638653	49,256	1,2,3,4,5,6,8,9,10,13,14,15,17,19
*Hnrnph3*	−1.273951816	87,066	6,14
*Bbs1*	−1.237741962	50,963	1,2,3,4,5,6,8,9,10,13,14,15,19
*Fgd4*	−1.19828348	43,220	6,14
*Gnaq*	−1.17374567	0	1,2,3,4,5,6,8,10,14,15,19
*Prkca*	−1.156879418	0	6,8,10,14
*Gpr137*	−1.156856043	56,855	6,8,10,14
***Plagl1***	−1.127612179	0	6,8,10,14
*Sdccag8*	−1.110806796	0	1,3,4,6,8,10,14
***Igf2r***	−1.108075081	0	6,8,10,14
***Trappc9***	−1.106009642	0	1,3,4,5,6,8,10,14,15,19
*Kif3a*	−1.083661795	0	1,2,3,4,5,6,8,9,10,11,12,13,14,15,16,17,18,19
*Meis3*	−1.054682659	78,401	3,6,8,10,14,15,19
*Apbb1*	−1.054136643	37,175	1,2,3,4,5,6,7,8,9,10,11,12,13,14,16,17,18
*Sema3f.*	−1.050995148	90,917	1,2,3,4,5,6,7,8,9,10,11,12,13,14,15,16,17,18
*Shank3*	−1.033118722	0	1,2,3,4,5,6,7,8,9,10,13,14,15,17,19
***H13***	−1.011379813	0	6,10,14
*Limk1*	−1.003120469	97,408	1,2,3,4,5,6,8,9,10,13,14,16,17,18
*Palm*	−0.9827988076	53,726	3,6,7,8,10,14
*Naglu*	−0.9714420126	95,071	1,2,3,4,5,6,8,10,14,15,19
*Arhgef7*	−0.9214359692	0	1,3,6,7,8,10,14
*Fam171a1*	−0.8829257793	0	6,14
*Arl3*	−0.865781179	15,058	1,2,3,4,5,6,8,10,14
*Usf3*	−0.8508211011	17,582	6,8,10,14
*Ank*	−0.8178055036	0	6,8,10,14
*Kdm1b*	−0.8026958823	32,233	6,10,14
*Kat6a*	−0.7545602154	0	6,8,10,14
***Inpp5f***	−0.7516626695	0	1,2,3,4,5,6,8,9,10,14,16
*Exoc5*	−0.7432131534	60,611	6,14
*Phc2*	−0.6955736462	68,910	6,10,14
*Pdzrn3*	−0.6821083965	0	7
*Alg10b*	−0.6296632078	0	1,2,3,4,5,6,8,10,14
*Gpi1*	−0.6184329932	22,645	6,10,14
*Trio*	−0.5863515137	0	1,2,3,4,5,6,8,9,10,11,12,13,14,15,16,17,18
*Ptprg*	−0.5802367554	1086	1,2,3,4,5,6,8,9,10,14,15,19

^a^Imprinted genes are in bold. ^2^GO Category are as follows: 1. GO:0022008(neurogenesis), 2. GO:0048666(neuron development), 3. GO:0007399(nervous system development), 4. GO:0048699(generation of neurons), 5. GO:0030182(neuron differentiation), 6. GO:0048856(anatomical structure development), 7. GO:0050808(synapse organization), 8. GO:0048731(system development), 9. GO:0031175(neuron projection development), 10. GO:0007275(multicellular organism development), 11. GO:0007411(axon guidance), 12. GO:0097485(neuron projection guidance), 13. GO:0048667(cell morphogenesis involved in neuron differentiation), 14. GO:0032502(developmental process), 15. GO:0007417(central nervous system development), 16. GO:0061564(axon development), 17. GO:0048812(neuron projection morphogenesis), 18. GO:0007409(axonogenesis), 19. GO:0007420(brain development).

Overall, these results demonstrate that when exposed to the differentiation conditions, *Zfp57*^-/-^ ESCs exit from the pluripotency state and up-regulate some differentiation markers, but fail to fully activate neural markers compared to the wild-type cells. Consistent with these findings, down-regulated genes were prevalently involved in neurogenesis and neuron development pathways. However, although expression differences between the *Zfp57*^-/-^ and wild-type cells were extensive and affected both imprinted and non-imprinted genes, both gene and protein expression analyses demonstrated that the differentiated mutant cells were significantly different from pluripotent ESCs, likely undergoing a partial differentiation towards the neural fate. Therefore, we went on to analyze the consequence of ZFP57 loss on the allele-specificity of imprinted gene expression in these neural precursor-like cells (NPLCs).

### Massive deregulation of allele-specific expression of imprinted genes in *Zfp57*^-/-^ cells after differentiation

We previously demonstrated that pluripotent ESCs lose ICR methylation upon *Zfp57* inactivation^24^. Now, we investigated ICR methylation levels in wild-type and *Zfp57*^-/-^ day 12 cells, to see if any change had occurred during differentiation of pluripotent ESCs. Methylation of 10 ICRs (7 maternally methylated and 3 paternally methylated loci) was determined by several methods. In particular, by bisulfite treatment, cloning and sequencing we demonstrated that differential methylation of the paternal and maternal alleles was maintained in the wild-type JB1 cells at day 12 but was not acquired in the day 12-*Zfp57*^-/-^ JB1 cells at the *Plagl1*, *Peg13* and *Igf2r* ICRs (Supplementary Fig. 3a). In addition, maintenance of the expected 50% methylation level in the wild-type day 0-JB1 and E14 cells and low level of methylation in their cognate *Zfp57*-mutant cells after differentiation was demonstrated by bisulfite conversion followed by pyrosequencing or direct Sanger sequencing at the *Snrpn*, *Peg3*, *Kcnq1ot1*, *Dlk1*-*Meg3*, *Mest* and *H19* ICRs (Supplementary Fig. 3b–d). Thus, consistent with previous reports, imprinted ICR methylation was maintained in the wild-type NPCs^26^. Conversely, the ICR methylation levels remained very low in the *Zfp57*^-/-^ NPLCs, demonstrating that the loss of DNA methylation induced by ZFP57 depletion in pluripotent ESCs was maintained during in vitro corticogenesis.

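For the allele-specific counts, the authors aligned the reads to a genome masked at the SNPs between the strains, assigned reads that cover a SNP to JF1 (maternal) or B6 (paternal) with SNPsplit, and deposited for each gene the number of fragments per allele, without normalization. The allelic counts summed to 2837013 and 3695630 in the wild-type and to 3470671 and 3826604 in the *Zfp57*-/- replicates, between 36.1% and 37.0% of the fragments counted on genes. Here, the allelic ratio of a gene is the mean over 2 replicates of maternal/(maternal + paternal) counts. Differences between alleles were tested for 10977 autosomal genes with edgeR's quasi-likelihood test, with a term for each library and an allele term for each genotype, and the difference of the allele terms is the genotype-by-allele contrast. In both *Zfp57*-/- replicates none of the *Zfp57* reads was maternal, 0 of 158 in all (95% Wilson interval up to 0.0237; 3 reads would be a share of 0.019). In wild-type cells the ratio was 0.648 ± 0.0298 (SD, n = 2, 365 reads). Such intervals and floors cover counting error only. Over the 614 genes of chromosome 1 with at least 10 allelic reads in every library, imprinted genes left out, the median ratio was 0.491 in wild-type and 0.624 in *Zfp57*-/- cells. On the other autosomes, the median rose by at most 0.00149 from wild-type to *Zfp57*-/- cells, on chromosome 6. It was lower on the rest, with the largest shifts on chromosomes 7 (-0.0338) and 17 (-0.0336).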

To determine the consequences of *Zfp57* loss on imprinted gene expression, we analysed the RNA-Seq data obtained from NPCs in an allele-specific manner. The mouse ESC lines used for neural differentiation derived from inter-sub-species (JF1 × C57BL6/J)F1 hybrid blastocysts. The genetic divergence between the C57BL6/6 and JF1 inbred mouse strains (> 4 SNPs/kb) allowed us to distinguish the parental origin of most imprinted genes. 

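The genes *Gatm*, *H13* and *Mcts2* had 0 allelic reads over the 4 libraries, and *Zim2* had 8. The bulk counts were 24 and 13 for *Gatm*, 667 and 1029 for *H13* and 143 and 200 for *Mcts2* in the wild-type replicates. They were 17 and 27, 407 and 455 and 253 and 241 in the *Zfp57*-/- replicates. *Zim2* had 0 and 0 counts in wild-type and 3 and 5 in *Zfp57*-/- cells, too few for a comparison.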

Only for a few protein-coding genes, including *Gatm*, *H13*, *Mcts2*, *Zim2*, and for the *Snord115-6* cluster and many miRNAs, allele-specific expression could not be measured because of absence of suitable SNPs. After removal of genes with low-counts and genes located on the X chromosome (the JB1 ESCs are male), allele-specific expression was determined by calculating the mat/(mat + pat) allelic ratio for each gene in the RNA-seq datasets. The genes with an average allelic ratio within the interval 0–0.33 were arbitrarily considered paternally expressed, and the genes with an average allelic ratio in the interval 0.67–1 were considered maternally expressed. In our previous study on pluripotent ESCs, we identified only a few genes with imprinted expression^24^. We have now re-evaluated the RNAseq dataset of pluripotent ESCs reported in ref.^24^ together with the new NPC dataset by using SNPsplit, an algorithm which efficiently splits the reads between genomes with known SNP genotypes (Supplementary Table 4)^30^. 

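Of the 52 imprinted genes that the paper names, 46 had enough allelic reads to be tested at day 12. In the wild-type cells, 33 of them had a ratio of at most 0.33 or at least 0.67 and an adjusted p under 0.05 in the edgeR allele test. These were the 32 genes of Fig. 3 and *Kcnk9*, whose ratio was 0.673 ± 0.0456 (SD, n = 2, 150 reads, adjusted p = 0.0236) with a median of 0.602 over its 15 nearest genes. DESeq2 on the allele counts moved the number most, to 30, and the replicate block gave 32. With DESeq2, with the ratio of pooled reads, with ratios centred on the chromosome median, or with stricter ratio limits of 0.3 and 0.7, *Kcnk9* was not among them.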

By following this approach, 15 imprinted genes demonstrated significant parent-of-origin-dependent allelic expression in the wild-type day 0-JB1 cells and 32 in the day 12-JB1 cells (Fig. 3 and Supplementary Table 5). Among the NPC imprinted genes, 9 were predominantly expressed from the maternal allele, and 23 from the paternal allele, consistent with what was previously demonstrated in mouse tissues^4^. 

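In this edgeR result, 10 genes had a maternal and 23 a paternal bias in day 12 wild-type cells. Among the maternally biased genes the ratio ran from 0.673 for *Kcnk9* and 0.687 for *Phactr2* to 0.998 for *Grb10*. Among the paternally biased genes it ran from 0.268 for *Zdbf2* down to 0 for *A230057D06Rik*, *Magel2* and *Zrsr1*, which had 131, 43 and 53 allelic reads. For these 3 genes, 3 reads would be shares of 0.0229, 0.0698 and 0.0566.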

The genes that were imprinted in the NPCs included genes that were either not imprinted in ESCs (e.g. *Zdbf2, Phactr2*, *Peg13* and *Impact*) or whose expression in ESCs was too weak to assess allele-specificity (Supplementary Table 5). With a few exceptions, these results are consistent with those described in the study of Bouschet and collaborators^26^.

**Figure 3:**
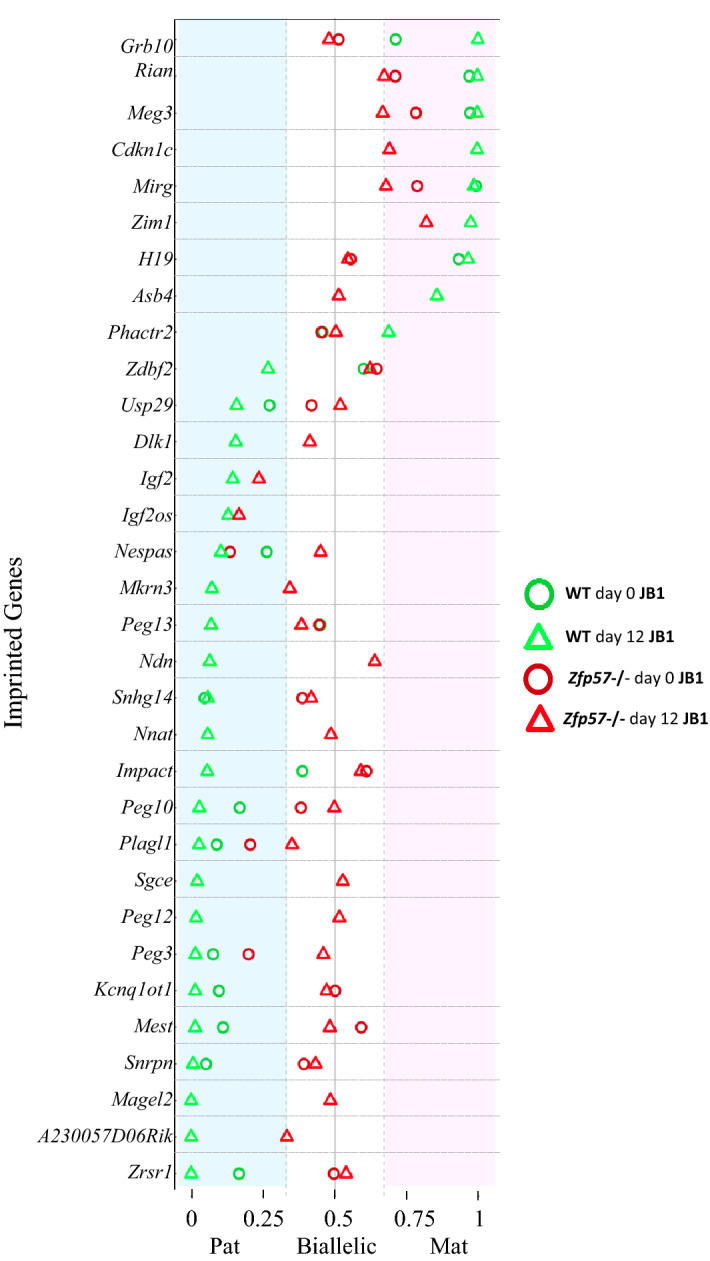
Allele-specific expression of imprinted genes in the wild-type and *Zfp57*^-/-^ day 0 and day 12-JB1 cells. Dot plot representing the allelic expression of imprinted genes in wild-type and *Zfp57*^-/-^ day 0- (green and red circles, respectively) and wild-type and *Zfp57*^-/-^ day 12- (green and red triangles, respectively) JB1 cells. The blue-shaded area corresponds to paternal (B6)-specific expression (allelic ratio interval: 0–0.33), the pink-shaded area corresponds to maternal (JF1)-specific expression (allelic ratio interval: 0.67–1), the white area corresponds to biallelically expressed genes (allelic ratio > 0.33 or < 0.67). The allelic ratio is the average of two biological duplicates (for details, see Supplementary Table 5). The data of wild-type and *Zfp57*^-/-^ ESCs are derived from a previous study^24^.

We next analyzed the allele-specific expression of the imprinted genes in the *Zfp57*-mutant JB1 cells at day 0 and day 12 of cyclopamine treatment. 

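At day 12, the allelic ratio of all 32 genes of Fig. 3 lay nearer 0.5 in *Zfp57*-/- than in wild-type cells, and 31 passed an adjusted p of 0.05 in the genotype-by-allele contrast. The exception was *Igf2os*, with 31 allelic reads in wild-type and 5 in *Zfp57*-/- cells. DESeq2 on the allele counts moved the number past the threshold most, to 26, and with the replicate block it was 28. Of the 32 ratios in *Zfp57*-/- cells, 26 lay between 0.33 and 0.67. The others were *Zim1* at 0.818, *Cdkn1c* at 0.689, *Rian* at 0.671, *Mirg* at 0.677, *Igf2* at 0.236 and *Igf2os* at 0.167. Few *Zfp57*-/- reads stand behind some of these ratios, with 17 for *Zim1*, 29 for *Cdkn1c*, 29 for *Dlk1* and 10 for *A230057D06Rik*.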

We found that all the genes (but *Nespas* in ESCs) that were imprinted in wild-type cells, reduced their allelic expression bias in the *Zfp57*^-/-^ cells (Fig. 3, Supplementary Fig. 4 and Supplementary Table 5). However, the shift toward equivalent expression of the maternal and paternal alleles was more dramatic in the mutant cells at day 12 than at day 0. Notably, several genes (e.g. *Nespas*, *Peg3*, *Plagl1*, *Meg3*, *Rian* and *Mirg*) maintained a significant allelic bias in the mutant ESCs. The *Zdbf2*, *Peg13* and *Impact* genes, which were not imprinted in wild-type and mutant ESCs, acquired imprinting in the wild-type NPCs, but not in the mutant NPLCs.

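In the day 12 wild-type replicates, the ratios were 0.27 and 0.266 for *Zdbf2*, 0.0602 and 0.0792 for *Peg13*, and 0.0712 and 0.0409 for *Impact*. In the *Zfp57*-/- replicates they were 0.639 and 0.605, 0.396 and 0.37, and 0.577 and 0.602. *Zdbf2* lies in the chromosome 1 segment in which the ratio of neighbouring genes also rose. The 15 genes nearest *Peg13* had median ratios of 0.602 in wild-type and 0.514 in *Zfp57*-/- cells.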

### Loss of allelic bias is associated with different expression patterns of imprinted genes in *Zfp57*^-/-^ NPCs

To better understand the consequence of ZFP57 loss on genomic imprinting in neural differentiation, we integrated the results of gene expression levels with the allelic ratios determined in the *Zfp57*^-/-^ day 12-JB1 cells. An overall complex relationship between imprinting status and gene expression level was observed (Table 2). 

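Of the 33 imprinted genes with an allelic bias in day 12 wild-type cells, 11 had a higher and 11 a lower RNA level in *Zfp57*-/- cells at an adjusted p of 0.05 in edgeR's test, and 11 passed in neither direction.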

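The imprinted genes with a higher RNA level in *Zfp57*-/- cells were *Zdbf2*, *Nespas*, *Peg10*, *Mest*, *Peg3*, *Snrpn*, *H19*, *Zrsr1*, *Rian*, *Mirg* and *Impact*, with log2 fold changes from 0.66 for *Zdbf2* to 2.35 for *Impact*. Those with a lower level were *Plagl1*, *Grb10*, *Peg12*, *Mkrn3*, *A230057D06Rik*, *Igf2*, *Igf2os*, *Dlk1*, *Cdkn1c*, *Zim1* and *Kcnk9*. Their log2 fold changes ran from -0.98 for *Peg12* to -5.14 for *Cdkn1c*, apart from *Kcnk9*, which had 0 counts in both *Zfp57*-/- replicates and was at least 67-fold lower.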

For several genes, the lack of biased allelic expression corresponded to global up-regulation of their RNA level, for others loss of imprinting was associated with down-regulation of their RNA levels. 

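Between day 12 wild-type and *Zfp57*-/- cells, *Nnat*, *Sgce*, *Asb4*, *Usp29*, *Snhg14*, *Ndn*, *Magel2*, *Kcnq1ot1*, *Phactr2*, *Meg3* and *Peg13* did not differ in RNA level at an adjusted p of 0.05. Their log2 fold changes lay between -0.47 for *Peg13* and 0.48 for *Meg3*, and the smallest adjusted p was 0.174, for *Ndn*. With the replicate number as a block, *Meg3* passed the threshold (edgeR adjusted p = 0.0453), as it did with a gene-length correction (0.0264). *Kcnq1ot1* also passed with that correction (0.00123).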

For the remaining ones, the loss of allele-specificity was not accompanied by a corresponding change in global expression levels.

**Table 2:** Integration of global gene expression with allele-specific expression of imprinted genes in *Zfp57*^-/-^ day 12-JB1 cells.

Domain	Chromosome	ICR methylation	Gene	Allelic expression wild-type NPCs	Allelic expression *Zfp57*^-/-^ NPCs	Global expression change
*Gpr1*	chr1	Maternal	*Zdbf2*	Paternal	Biallelic	Up-regulated
			*Adam23*	Biallelic	Biallelic	Up-regulated
*Nnat*	chr2	Maternal	*Nnat*	Paternal	Biallelic	Unchanged
			*Blcap*	Biallelic	Biallelic	Down-regulated
*Gnas*	chr2	Maternal	*Nespas*	Paternal	Biallelic	Up-regulated
*Peg10*	chr6	Maternal	*Sgce*	Paternal	Biallelic	Unchanged
			*Peg10*	Paternal	Biallelic	Up-regulated
			*Asb4*	Maternal	Biallelic	Unchanged
*Mest*	chr6	Maternal	*Mest*	Paternal	Biallelic	Up-regulated
*Peg3*	chr7	Maternal	*Zim1*	Maternal	All. bias reduced	Down-regulated
			*Peg3*	Paternal	Biallelic	Up-regulated
			*Usp29*	Paternal	Biallelic	Unchanged
*Snrpn*	chr7	Maternal	*Snhg14*	Paternal	Biallelic	Unchanged
			*Snrpn*	Paternal	Biallelic	Up-regulated
			*A230057D06Rik*	Paternal	Biallelic	Down-regulated
			*Ndn*	Paternal	Biallelic	Unchanged
			*Magel2*	Paternal	Biallelic	Unchanged
			*Mkrn3*	Paternal	Biallelic	Down-regulated
			*Peg12*	Paternal	Biallelic	Down-regulated
*H19*	chr7	Paternal	*H19*	Maternal	Biallelic	Up-regulated
			*Igf2*	Paternal	All. bias reduced	Down-regulated
			*Igf2os*	Paternal	Uncertain	Down-regulated
*Kcnq1ot1*	chr7	Maternal	*Th*	Maternal	Biallelic	Down-regulated
			*Kcnq1ot1*	Paternal	Biallelic	Unchanged
			*Cdkn1c*	Maternal	Biallelic	Down-regulated
*Plagl1*	chr10	Maternal	*Plagl1*	Paternal	Biallelic	Down-regulated
			*Phactr2*	Maternal	Biallelic	Unchanged
*Grb10*	chr11	Maternal	*Grb10*	Maternal	Biallelic	Down-regulated
			*Ddc*	Paternal^a^	All. bias inverted	Up-regulated
*Commd1*	chr11	Maternal	*Zrsr1*	Paternal	Biallelic	Up-regulated
*Meg3*	chr12	Paternal	*Dlk1*	Paternal	Biallelic	Down-regulated
			*Meg3*	Maternal	Biallelic	Unchanged
			*Rian*	Maternal	Biallelic	Up-regulated
			*Mirg*	Maternal	Biallelic	Up-regulated
*Trappc9*	chr15	Maternal	*Kcnk9*	Pref. maternal^a^	Biallelic	Down-regulated
			*Peg13*	Paternal	Biallelic	Unchanged
			*Trappc9*	Biallelic	Biallelic	Down-regulated
*Igf2r*	chr17	Maternal	*Igf2r*	Pref. maternal^a^	All. bias inverted	Down-regulated
			*Airn*	Paternal^a^	Biallelic	Up-regulated
*Impact*	chr18	Maternal	*Impact*	Paternal	Biallelic	Up-regulated

^a^Not statistically significant.

The effect of ZFP57 deficiency on imprinted gene expression is better understood if each affected imprinted domain is described separately (Fig. 4 and Supplementary Fig. 5). On chromosome 1, the imprinted domain including the *DBF-type zinc finger-containing protein 2* gene (*Zdbf2*) is controlled by a maternal germline DMR that is located within the *Gpr1* gene^31^. This DMR regulates the paternal-specific expression of long isoforms of *Zdbf2* (*Liz*), which in turn activates the canonical *Zdbf2* promoter on the paternal chromosome during embryonic development^31^. ZFP57 binds the *Gpr1* DMR on its methylated maternal allele, which loses its methylation in *Zfp57*^-/-^ ESCs^24^. 

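The gene *Zdbf2* (chromosome 1, 63273265 to 63314576) had 2003 and 2076 counts in the wild-type and 3414 and 3331 in the *Zfp57*-/- replicates at day 12, a log2 fold change of 0.66 (standard error 0.20, adjusted p = 0.0321). Its ratio rose from 0.268 ± 0.0024 over 1251 reads to 0.622 ± 0.0237 over 1800 reads (SD, n = 2, genotype-by-allele adjusted p = 1.1e-23 from edgeR). Maternal reads had a log2 fold change of 1.68 (adjusted p = 0.000152) and paternal reads of -0.49 (adjusted p = 0.074). The 15 genes nearest *Zdbf2* had a median ratio of 0.672 in *Zfp57*-/- cells, against 0.496 in wild-type cells. A segment of 462 genes from 3205901 to 150108227 on chromosome 1 had a median of 0.654 in *Zfp57*-/- and 0.491 in wild-type cells, and a median log2 shift of its bulk counts of 0.43.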

Paternal-specific expression of *Zdbf2* was demonstrated in the wild-type day 12-cells, while this gene was activated twofold and imprinted expression was not acquired in the *Zfp57*^-/-^ cells cultured in the same conditions (Supplementary Fig. 5a). Another gene, *Adam23*, reported to be preferentially expressed from its paternal allele in mouse brain^32^, is located 100 kb from *Zdbf2,* in the same transcription orientation. We found *Adam23* biallelically expressed in both the wild-type and *Zfp57*^-/-^ cells, but observed a twofold activation of the global expression of this gene in the mutant cells, suggesting a coordinated regulation of this imprinted domain (Supplementary Fig. 5a).

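*Adam23* (chromosome 1, 63445891 to 63596276) had ratios of 0.488 ± 0.0079 in wild-type (adjusted p = 0.812) and 0.583 ± 0.0178 in *Zfp57*-/- cells (SD, n = 2, 517 and 1008 reads). The genotype-by-allele contrast had an edgeR adjusted p of 0.0381, and its direction was reversed when ratios were centred on the chromosome median. It did not pass the threshold with DESeq2 on the allele counts (adjusted p = 0.636). The bulk counts were 405 and 346 in the wild-type and 834 and 705 in the *Zfp57*-/- replicates (log2 fold change 0.96, standard error 0.24, adjusted p = 0.0155). *Adam23* lies in the same chromosome 1 segment as *Zdbf2*. Among 432 genes of that segment, whose median log2 fold change was 0.53, *Adam23* stood at percentile 75.2 and *Zdbf2* at percentile 56.9.

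**Figure D2:**
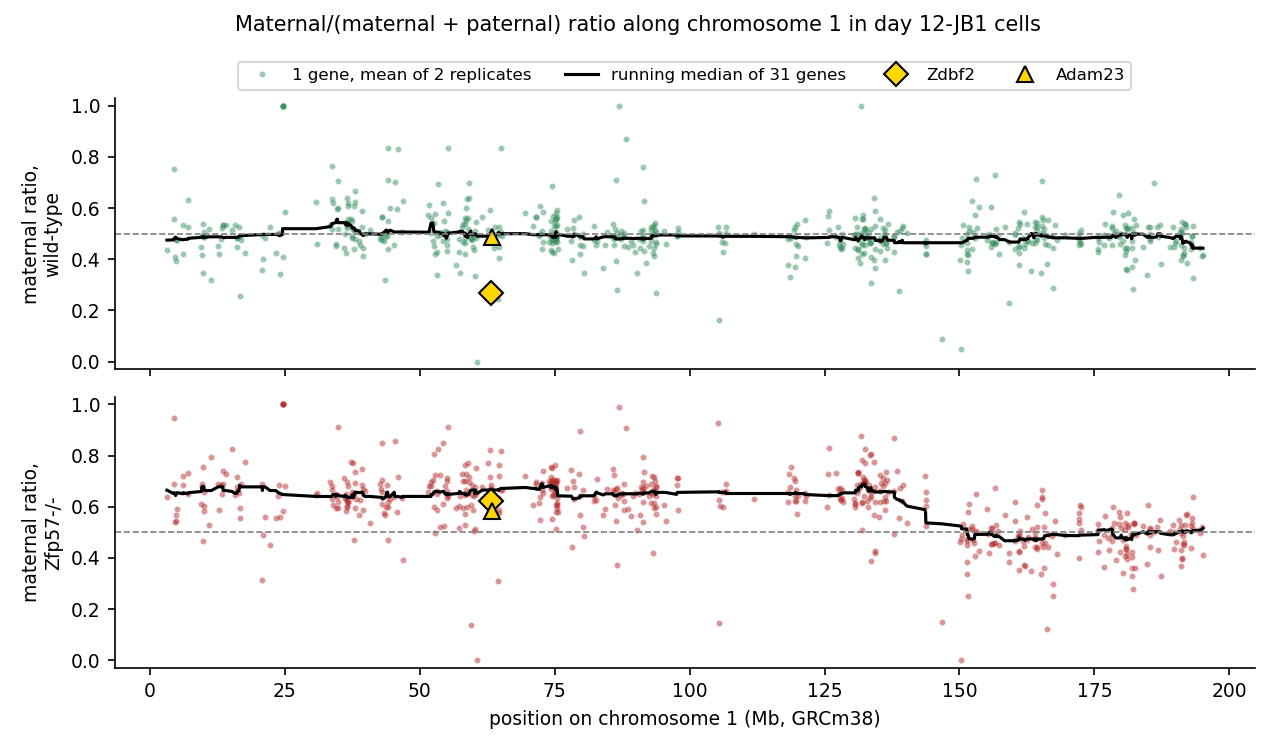
Maternal/(maternal + paternal) ratio (vertical axis) along chromosome 1 (horizontal axis, Mb of GRCm38) in wild-type (top) and *Zfp57*-/- (bottom) day 12-JB1 cells; each dot is a gene with at least 10 allelic reads in every library, the black line is a running median over neighbouring genes, and the diamond and triangle are *Zdbf2* and *Adam23*. The *Zfp57*-/- median is 0.654 up to position 150108227 and 0.49 beyond it, and the wild-type median is 0.491 and 0.486 in the same parts.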

**Figure 4:**
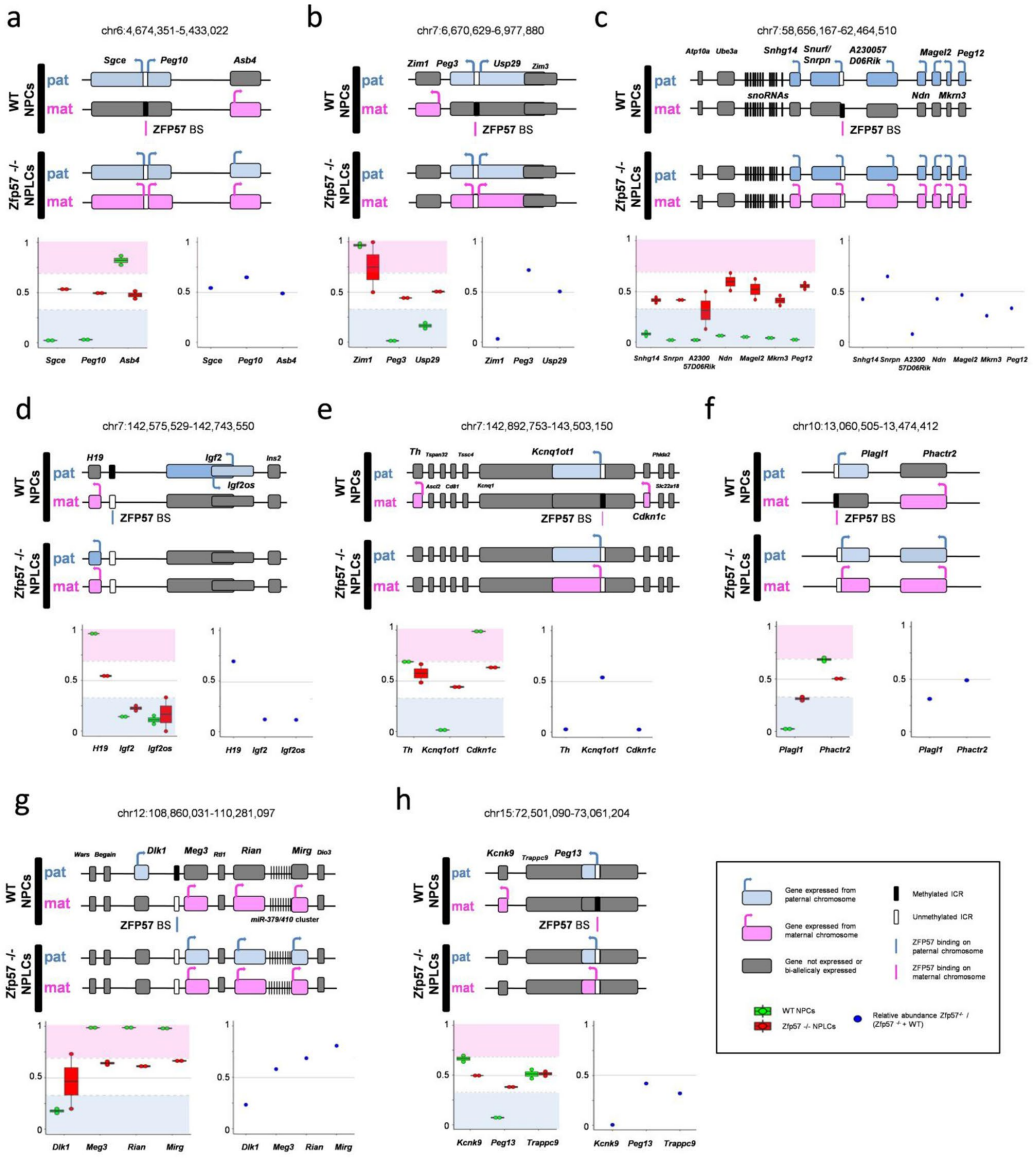
Coordinated change of allelic and levels of expression at imprinted gene clusters in the *Zfp57*^-/-^ day 12 cells. Panels (**a–h)** represent 8 different imprinted gene domains. A schematic of the gene cluster with indication of the imprinting status in wild-type and *Zfp57*^-/-^ day 12-JB1 cells, and location of the ZFP57 binding site (ZFP57 BS) is shown at the top of each panel. In each panel, the box-plot in the lower left shows the allelic expression ratio of the genes of the domain in the wild type (green) and *Zfp57*^-/-^ (red) day 12-JB1 cells. The dot-plot in the lower right shows the bulk gene expression changes detected in *Zfp57*^-/-^ day 12-JB1 cells (*Zfp57*^*-/-*^ day 12 / (wild-type day 12 + *Zfp57*^-/-^ day 12)). All values correspond to the average of two biological duplicates (for details, see Supplementary Tables 2, 4 and 5).

In the *Blcap/Nnat* domain, a germline DMR overlaps the *Nnat* promoter that in turn is located in a *Blcap* intron^33^. ZFP57 interacts with this region in mouse ESCs, confirming its identity as ICR. 

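At day 12, the ratio of *Nnat* (chromosome 2, 157560078 to 157562522) was 0.0578 ± 0.00544 in wild-type and 0.486 ± 0.0452 in *Zfp57*-/- cells (SD, n = 2, 1232 and 950 reads, genotype-by-allele adjusted p = 8.98e-31 from edgeR). The maternal reads were higher in *Zfp57*-/- cells by a log2 fold change of 2.64 (adjusted p = 0.000209), and the paternal reads changed by -1.24 (adjusted p = 0.00582).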

We found paternal-specific expression of *Nnat* in the wild-type but imprinting was not acquired by this gene in the *Zfp57*-mutant day 12-cells, demonstrating a direct role of ZFP57-dependent methylation in the imprinting control of this locus (Supplementary Fig. 5b). However, differently from *Zdbf2*, the global mRNA expression level of *Nnat* was unchanged in the *Zfp57*-mutant cells. 

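The bulk counts of *Nnat* were 1240 and 3000 in the wild-type and 1660 and 1720 in the *Zfp57*-/- replicates. The log2 fold change of -0.31 (standard error 0.27, adjusted p = 0.427 from edgeR) was smaller than the difference between the wild-type replicates.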

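*Blcap* (chromosome 2, 157556362 to 157571274) had a ratio of 0.58 ± 0.0147 in wild-type cells (SD, n = 2, 576 reads), which differed from equal alleles with an edgeR adjusted p of 0.0331, and of 0.436 ± 0.0862 in *Zfp57*-/- cells (313 reads). The genotype-by-allele contrast had an adjusted p of 0.0169. With DESeq2 on the allele counts that contrast had an adjusted p of 0.491.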

*Blcap* appears slightly maternally expressed in the wild-type day 12-cells, but its allelic ratio does not fall in the fixed intervals of imprinted expression, possibly because of the presence of non-imprinted isoforms^34^. However, the almost twofold down-regulation of this gene in the *Zfp57-*mutant day 12-cells confirms the hypothesis that *Blcap* imprinting is co-regulated with *Nnat* by transcriptional interference (Supplementary Fig. 5b).

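*Blcap* had 416 and 712 counts in the wild-type and 307 and 310 in the *Zfp57*-/- replicates, a log2 fold change of -0.89 (standard error 0.21, adjusted p = 0.0122). The maternal reads fell by a log2 fold change of -1.30 (adjusted p = 0.0065), and the change of -0.48 in the paternal reads did not pass the threshold (adjusted p = 0.225).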

Imprinting of the *Gnas* domain is controlled by the paternally expressed lncRNA *Nespas*^35^. *Nespas* downregulates its sense counterpart *Nesp,* which in turn controls the reciprocal gamete of origin-specific expression of *Gnas* and *GnasXL*. The *Nespas* promoter overlaps a germline DMR that is maternally methylated and bound by ZFP57 in mouse ESCs^24^. We found *Nespas* expressed from its paternal allele in the wild-type but activated on both parental alleles with an overall twofold increase of its mRNA level in the *Zfp57-*mutant day 12-cells, consistent with ZFP57-dependent imprinting regulation (Supplementary Fig. 5c). 

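*Nespas* (chromosome 2, 174281237 to 174295436) rose from 153 and 109 counts in the wild-type to 329 and 294 in the *Zfp57*-/- replicates (log2 fold change 1.16, standard error 0.29, adjusted p = 0.0164). Its ratio went from 0.104 ± 0.06 to 0.449 ± 0.1 (SD, n = 2, 106 and 209 reads, genotype-by-allele adjusted p = 5.4e-06 from edgeR). The gain lay on the maternal allele, with log2 fold changes of 3.14 for maternal and 0.18 for paternal reads.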

Unfortunately, *Nesp* expression was too low to determine its allelism in NPCs, and assess the regulatory role of ZFP57-dependent methylation on this gene.

A ZFP57-marked maternally methylated germline DMR overlaps the promoters of *Sgce* and *Peg10,* on proximal chromosome 6^36^. 

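In day 12 wild-type cells, *Sgce* (chromosome 6, 4674350 to 4747207) had a ratio of 0.021 ± 0.00817 and *Peg10* (chromosome 6, 4747306 to 4760517) of 0.0286 ± 0.0135 (SD, n = 2, 309 and 1288 reads). The ratios were 0.527 ± 0.000225 and 0.497 ± 0.0166 in *Zfp57*-/- cells, over 336 and 2754 reads. The genotype-by-allele contrast had edgeR adjusted p = 8.73e-21 for *Sgce* and 7.25e-41 for *Peg10*.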

Consistent with *Zfp57*-dependent imprinting control of these two genes, we observed their paternal-specific expression in wild-type and bi-allelic expression in *Zfp57*-mutant day 12-cells (Fig. 4a). 

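*Peg10* had 3500 and 2802 counts in the wild-type and 5971 and 6501 in the *Zfp57*-/- replicates (log2 fold change 0.90, standard error 0.24, adjusted p = 0.0214), and *Sgce* had 392 and 246 and 421 and 400 (log2 fold change 0.26, standard error 0.30, adjusted p = 0.562). The paternal reads changed by a log2 fold change of 0.05 for *Peg10* (adjusted p = 0.897) and of -1.03 for *Sgce* (adjusted p = 0.0374).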

The change in global mRNA levels of these two genes, however, was not consistent: *Peg10* was up-regulated twofold, while *Sgce* displayed similar levels in wild-type and mutant cells. 

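The ratio of *Asb4* (chromosome 6, 5383386 to 5433022) was 0.855 ± 0.0464 in wild-type and 0.512 ± 0.0177 in *Zfp57*-/- cells at day 12 (SD, n = 2, 152 and 154 reads, genotype-by-allele adjusted p = 4.37e-06 from edgeR). Bulk counts were 141 and 62 in the wild-type and 111 and 103 in the *Zfp57*-/- replicates, a log2 fold change of -0.05 (standard error 0.44, adjusted p = 0.952), whose sign changed to 0.11 with a replicate block.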

Another imprinted gene, *Asb4*, lies 700 kb distal from *Sgce/Peg10.* We found that *Asb4* was preferentially expressed from the maternal allele in the wild-type and lost its allelic bias in the mutant day 12-cells, although its global mRNA level was unchanged (Fig. 4a). Since the *Sgce/Peg10* DMR is the closest ZFP57 binding site in mouse ESCs^24^, this finding is consistent with the regulation of *Asb4* by this ICR. 

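For *Casd1*, the ratio was 0.515 in wild-type and 0.555 in *Zfp57*-/- cells, and for *Ppp1r9a* it was 0.522 and 0.48. Neither gene differed from equal alleles in wild-type cells (edgeR adjusted p = 0.774 and 0.351, over 668 and 1729 reads). The counts of *Casd1* were 682 and 714 in the wild-type and 415 and 434 in the *Zfp57*-/- replicates (log2 fold change -0.78, adjusted p = 0.0166), and those of *Ppp1r9a* were 1568 and 1085 and 593 and 624 (log2 fold change -1.22, adjusted p = 0.00975).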

Of note, two further imprinted genes of this cluster that are highly expressed in neural cells, namely *Casd1* and *Ppp1r9a*^37^*,* were bi-allelically expressed in wild-type but down-regulated in the *Zfp57-*mutant day 12-cells. This suggests co-regulation of these genes with the rest of the cluster and is consistent with the incomplete neural differentiation of the *Zfp57*^*-/-*^ cells.

A further maternally methylated germline DMR is present on chromosome 6 and overlaps the promoter of *Peg1/Mest*^38^. Consistent with regulation by this ZFP57-bound DMR, we found that *Peg1/Mest* and its longer isoform *MestXl* were paternally expressed in the wild-type and bi-allelically expressed in the *Zfp57-*mutant day 12-cells (Supplementary Fig. 5d). 

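Reads of all annotated isoforms of *Mest* (chromosome 6, 30723547 to 30748465) were counted together. The ratio was 0.0141 ± 0.00723 in wild-type and 0.482 ± 0.0494 in *Zfp57*-/- cells (SD, n = 2, 645 and 1270 reads, genotype-by-allele adjusted p = 9.62e-32 from edgeR).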

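Bulk counts of *Mest* were 2817 and 3332 in the wild-type and 6523 and 7451 in the *Zfp57*-/- replicates at day 12 (log2 fold change 1.13, standard error 0.19, adjusted p = 0.00186). By allele, the log2 fold change was 6.01 for the maternal reads (adjusted p = 2.1e-06) and -0.02 for the paternal reads (adjusted p = 0.972).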

We also observed an almost twofold up-regulation of *Peg1/Mest* in mutant cells. 

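*Copg2*, which is transcribed from the opposite strand to *Mest* and was therefore counted apart from it, had 739 and 996 counts in the wild-type and 402 and 424 in the *Zfp57*-/- replicates (log2 fold change -1.11, standard error 0.19, adjusted p = 0.0019). Its ratio was 0.566 ± 0.0258 in wild-type and 0.535 ± 0.0924 in *Zfp57*-/- cells (SD, n = 2, 204 and 94 reads).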

Although we did not detect any allelic bias for *Copg2*, this gene was down-regulated in *Zfp57*-mutant cells, consistent with the hypothesis that its expression is controlled by the overlapping anti-sense *MestXL*^38^. 

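*Cntn3* (chromosome 6, 102162655 to 102573101) fell from 83 and 104 counts in the wild-type to 12 and 10 in the *Zfp57*-/- replicates at day 12, a log2 fold change of -3.12 (standard error 0.43, adjusted p = 0.00059). In wild-type cells 33 of 89 allelic reads were maternal (share 0.371, 95% Wilson interval 0.278 to 0.475; edgeR adjusted p = 0.26), and 9 allelic reads remained in *Zfp57*-/- cells.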

A further chromosome 6 gene, *Cntn3*, reported as imprinted in placenta but not in brain where it is highly expressed^39^, was bi-allelically expressed in the wild-type but strongly down-regulated in the *Zfp57*-mutant day 12-cells cells. This gene is not located close to an imprinted domain, but a ZFP57 binding site is located 1 Mbp from its transcription binding site^24^. Its repression may be caused by loss of ZFP57 binding at this site, although it could also be a consequence of the incomplete neural differentiation of the *Zfp57*-null cells.

On proximal chromosome 7, a ZFP57-bound DMR overlaps the promoters of the divergently transcribed *Peg3* and *Usp29* genes (Fig. 4b)^24^. Consistent with their imprinting being regulated by this DMR, *Peg3* and *Usp29* were both paternally expressed in the wild-type but bi-allelically expressed in the *Zfp57*-mutant day 12-cells. However, at the global level, *Peg3* was activated twofold while *Usp29* expression remained unchanged. 

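*Peg3* (chromosome 7, 6703892 to 6730431) had a ratio of 0.0148 ± 0.0145 in wild-type and 0.459 ± 0.00755 in *Zfp57*-/- cells, over 8019 and 21019 reads, and *Usp29* (chromosome 7, 6730578 to 6967219) of 0.158 ± 0.0203 and 0.518 ± 0.0397, over 278 and 429 reads (SD, n = 2). The genotype-by-allele contrast had edgeR adjusted p = 0.0425 and 6.11e-11. With the replicate number as a block, the contrast of *Peg3* did not pass (adjusted p = 0.351).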

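The bulk counts of *Peg3* were 8444 and 9974 in the wild-type and 24145 and 25687 in the *Zfp57*-/- replicates (log2 fold change 1.38, standard error 0.19, adjusted p = 0.000683). *Usp29* had 427 and 523 and 529 and 485 counts (log2 fold change 0.05, standard error 0.19, adjusted p = 0.875). On the paternal allele, *Peg3* changed by a log2 fold change of 0.47 (adjusted p = 0.474) and *Usp29* by -0.24 (adjusted p = 0.509).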

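*Zim1* (chromosome 7, 6671269 to 6696450) had 400 and 169 counts in the wild-type and 9 and 13 in the *Zfp57*-/- replicates at day 12 (log2 fold change -4.81, standard error 0.57, adjusted p = 0.000247). Of its allelic reads, 306 of 313 were maternal in wild-type (share 0.978) and 13 of 17 in *Zfp57*-/- cells (share 0.765, 95% Wilson interval 0.527 to 0.904). The genotype-by-allele contrast had an edgeR adjusted p of 0.0236. It did not pass with the replicate block (0.0583) or with DESeq2 (0.672).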

Within the same domain, the maternally expressed *Zim1* also reduced its allelic bias, but its expression was strongly down-regulated in the mutant day 12-cells, consistent with the hypothesis that *Peg3* is a repressor of *Zim1*^40^.

In the central part of chromosome 7, another ZFP57-bound DMR overlaps the promoter of *Snurf/Snrpn*. This gene encodes large alternatively spliced transcripts, including the 460 kb lncRNA *Snhg14,* which were paternally expressed in the wild-type but were bi-allelic in the *Zfp57*-mutant day 12-cells (Fig. 4c). This cluster includes several other paternally expressed genes (*A230057D06Rik*, *Ndn*, *Magel2*, *Mkrn3* and *Peg12*) that all lost or reduced their allelic bias in *Zfp57*-mutant cells, indicating that they are coordinately controlled by methylation of the above mentioned DMR. 

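The ratio of *Snrpn* (chromosome 7, 59982495 to 60140219) was 0.00662 ± 0.00937 in wild-type and 0.432 ± 0.0039 in *Zfp57*-/- cells (SD, n = 2, 282 and 544 reads), and that of *Snhg14* (chromosome 7, 59307924 to 59975759) was 0.0585 ± 0.0171 and 0.417 ± 0.0483 (676 and 559 reads). Both passed the genotype-by-allele contrast of edgeR (adjusted p = 3.55e-20 and 3.34e-20).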

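In *Zfp57*-/- cells the ratios were 0.638 ± 0.117 for *Ndn*, 0.484 ± 0.134 for *Magel2*, 0.515 ± 0.0579 for *Peg12*, 0.344 ± 0.133 for *Mkrn3* and 0.333 ± 0.471 for *A230057D06Rik* (SD, n = 2), over 122, 37, 64, 32 and 10 reads. In wild-type cells the ratio was 0.0724 for *Mkrn3*, 0.0648 for *Ndn* and 0.0173 for *Peg12*. The edgeR adjusted p of the genotype-by-allele contrast ran from 8.28e-11 for *Ndn* to 0.0295 for *A230057D06Rik*. With DESeq2 on the allele counts, *Mkrn3* (adjusted p = 0.196) and *A230057D06Rik* (0.808) did not pass.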

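*Snrpn* had 269 and 357 counts in the wild-type and 610 and 581 in the *Zfp57*-/- replicates (log2 fold change 0.89, standard error 0.19, adjusted p = 0.00764). The log2 fold changes of the genes without a change past the threshold were -0.43 for *Snhg14*, -0.42 for *Ndn* and -0.19 for *Magel2* (edgeR adjusted p = 0.361, 0.174 and 0.657). With a gene-length correction *Snhg14* was at 0.34. Lower RNA levels were measured for *Peg12* (log2 fold change -0.98, adjusted p = 0.0126), *Mkrn3* (-1.49, 0.00854) and *A230057D06Rik* (-3.49, 0.00163), of which the last fell from 212 and 88 to 17 and 12 counts.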

Concerning their global RNA level, only *Snrpn* was up-regulated almost twofold, while the others were either unchanged or down-regulated.

On distal chromosome 7, two ZFP57-bound DMRs mark two adjacent imprinted domains. The more centromeric domain includes the *H19* and *Igf2* genes. These both displayed imprinted expression in the wild-type and lost or reduced, respectively, their allelic bias in the *Zfp57*-mutant day 12-cells (Fig. 4d). However, the paternally expressed *H19* was activated and *Igf2* repressed, consistent with the model of the paternally methylated insulator corresponding with the ZFP57-bound DMR^1,41^. 

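*H19* (chromosome 7, 142575529 to 142578143) had a ratio of 0.963 ± 0.000715 in wild-type and 0.544 ± 0.0205 in *Zfp57*-/- cells (SD, n = 2, 5700 and 14715 reads). *Igf2* (chromosome 7, 142650766 to 142666816) had 0.145 ± 0.0043 and 0.236 ± 0.00728 (1696 and 268 reads). The edgeR adjusted p of the genotype-by-allele contrast was 2.97e-58 for *H19* and 0.0104 for *Igf2*. The contrast of *Igf2* did not pass with DESeq2 (adjusted p = 0.143).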

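*H19* rose from 5189 and 4533 counts in the wild-type to 11392 and 13523 in the *Zfp57*-/- replicates (log2 fold change 1.28, standard error 0.23, adjusted p = 0.00304), and *Igf2* fell from 2166 and 2179 to 308 and 348 (standard error of its log2 fold change 0.22, adjusted p = 1.79e-05). The rise of *H19* lay on its paternal allele, with a log2 fold change of 4.94 (adjusted p = 4.95e-07) against 0.46 on the maternal allele (adjusted p = 0.155). *Igf2* fell on both alleles, by a log2 fold change of -2.89 on the paternal and -2.02 on the maternal allele.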

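The antisense gene *Igf2os* (chromosome 7, 142659693 to 142670356) had 77 and 58 counts in the wild-type and 9 and 11 in the *Zfp57*-/- replicates, a log2 fold change of -2.83 (standard error 0.51, adjusted p = 0.00295 from edgeR). In wild-type cells 4 of its 31 allelic reads were maternal (95% Wilson interval 0.0513 to 0.289) and in *Zfp57*-/- cells 1 of 5 (interval 0.0362 to 0.624), so a change of the ratio was not detectable at this depth.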

Interestingly, the *Igf2* antisense transcript *Igf2os* was down-regulated similar to *Igf2*, indicating that it is controlled through a similar mechanism. The more distal ZFP57-bound DMR overlaps the promoter of the antisense noncoding gene *Kcnq1ot1*, which was found paternally expressed in the wild-type and bi-allelically expressed in the mutant day 12-cells, confirming its dependence from DMR methylation (Fig. 4e)^1^. 

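The ratio of *Kcnq1ot1* (chromosome 7, 143203458 to 143296549) was 0.0144 ± 0.000602 in wild-type and 0.47 ± 0.0162 in *Zfp57*-/- cells (SD, n = 2, 3432 and 4328 reads, genotype-by-allele adjusted p = 1.08e-53 from edgeR).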

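*Kcnq1ot1* had 6221 and 2381 bulk counts in the wild-type and 6307 and 4893 in the *Zfp57*-/- replicates at day 12. The log2 fold change of 0.24 (standard error 0.49, adjusted p = 0.756 from edgeR) was within the spread of the wild-type replicates. The maternal reads rose by a log2 fold change of 5.25 (adjusted p = 0.000209), and the paternal reads changed by -0.70 (adjusted p = 0.318). With a gene-length correction, *Kcnq1ot1* was past the threshold (adjusted p = 0.00123).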

The global level of the *Kcnq1ot1* RNA was unchanged. Consistent with the model predicting the regulation of this domain through the *cis*-repressive function of *Kcnq1ot1*, the closely located *Cdkn1c* gene was down-regulated and its maternal expression bias reduced. 

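*Cdkn1c* (chromosome 7, 143458339 to 143461050) fell from 1524 and 2091 counts in the wild-type to 48 and 57 in the *Zfp57*-/- replicates (standard error of the log2 fold change 0.23, adjusted p = 1.71e-06). Its maternal share was 0.995 of 1237 reads in wild-type and 0.655 of 29 reads in *Zfp57*-/- cells (95% Wilson interval 0.473 to 0.801; genotype-by-allele adjusted p = 1.77e-09 from edgeR). Maternal reads fell by a log2 fold change of -6.04, and paternal reads changed by 0.66 (adjusted p = 0.562).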

*Th* was also repressed but its allelic bias was borderline (adj. p-value = 0.0493). 

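*Th* (chromosome 7, 142892752 to 142931128) had 76 and 45 counts in the wild-type and 2 and 2 in the *Zfp57*-/- replicates, at least 21.8-fold lower in *Zfp57*-/- cells (adjusted p = 0.000805). In wild-type cells the ratio was 0.696 ± 0.00544 (SD, n = 2) over 59 allelic reads, and the edgeR allele test gave an adjusted p of 0.12. A test of proportions that treats reads as independent gave 0.0155, and DESeq2, the replicate block and ratios centred on a median gave from 0.121 to 0.807. With the adjustment over the named imprinted genes alone, the edgeR allele test passed the threshold. Only 3 allelic reads were found in *Zfp57*-/- cells.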

Another gene, *Ano1*, which lies 1 Mbp from the *Kcnq1ot1* DMR and was reported to be maternally expressed in placenta^42^, was found down-regulated in the *Zfp57*-mutant day 12-cells and therefore possibly coordinately regulated with the *Kcnq1ot1* domain, although no allelic expression bias was detected in the wild-type NPCs.

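*Ano1* (chromosome 7, 144588549 to 144751974) had 386 and 358 counts in the wild-type and 34 and 59 in the *Zfp57*-/- replicates (log2 fold change -3.07, standard error 0.31, adjusted p = 9.39e-05). Its ratio was 0.477 ± 0.0326 in wild-type cells (SD, n = 2, 318 reads, edgeR adjusted p = 0.764) and 0.497 ± 0.113 in *Zfp57*-/- cells (38 reads).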

A further ZFP57-bound DMR overlaps with the *Plagl1* promoter on chromosome 10^24^. 

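At day 12, *Plagl1* (chromosome 10, 13060504 to 13131694) had a ratio of 0.0275 ± 0.0159 in wild-type and 0.351 ± 0.00459 in *Zfp57*-/- cells (SD, n = 2, 1472 and 615 reads), with an edgeR adjusted p of 2.17e-27 in the genotype-by-allele contrast and of 4.71e-07 for the difference between alleles that remained in *Zfp57*-/- cells.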

Consistent with regulation by this maternally methylated DMR, the *Plagl1* gene was found paternally expressed in the wild-type and bi-allelically expressed in the *Zfp57*-mutant day 12-cells (Fig. 4f). 

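*Plagl1* had 1321 and 1685 counts in the wild-type and 651 and 776 in the *Zfp57*-/- replicates (standard error of the log2 fold change 0.19, adjusted p = 0.00196). Its alleles moved in opposite directions, with log2 fold changes of 2.39 for the maternal (adjusted p = 0.000436) and -1.89 for the paternal reads (adjusted p = 0.000269).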

At the global level, the *Plagl1* mRNA was down-regulated in the mutant cells. The overlapping noncoding RNA *Hymai* is not currently mapped by UCSC, but according to the enrichment of the reads corresponding to its location (*Plagl1* intron 1), it appears to have the same behavior as *Plagl1*. The imprinting status of the close-by *Phactr2* gene is controversial^26,43^. However, we observed that *Phactr2* was preferentially expressed from the maternal allele in the wild-type cells, and its allelic bias was abolished in the mutant cells, suggesting that its imprinting is co-regulated with *Plagl1,* although its global expression level was similar in the wild-type and mutant cells.

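*Phactr2* (chromosome 10, 13207717 to 13474412) had a ratio of 0.687 ± 0.0181 in wild-type and 0.503 ± 0.0126 in *Zfp57*-/- cells (SD, n = 2, 709 and 751 reads, genotype-by-allele adjusted p = 2.14e-06 from edgeR), and its 15 nearest genes had medians of 0.553 and 0.486. The bulk counts were 560 and 552 and 519 and 616, a log2 fold change of -0.04 (standard error 0.21, adjusted p = 0.91), which became 0.28 with a gene-length correction.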

Chromosome 11 harbours two maternally methylated ZFP57-bound DMRs^24^. The proximal one overlaps a CTCF binding site and an alternative promoter of the *Grb10* gene^44^. It has been proposed that DNA methylation interferes with the enhancer-blocking function of this DMR thereby allowing activation of the main *Grb10* promoter on the maternal chromosome. Consistent with this hypothesis, we found *Grb10* expressed from the maternal allele in the wild-type and from both parental alleles in the *Zfp57*-mutant day 12-cells (Supplementary Fig. 5f). However, loss of imprinting was accompanied by down-regulation of its global mRNA level. 

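*Grb10* (chromosome 11, 11930508 to 12038683) had a ratio of 0.998 ± 0.000484 in wild-type and 0.479 ± 0.00242 in *Zfp57*-/- cells (SD, n = 2, 3737 and 1040 reads, genotype-by-allele adjusted p = 3.99e-53 from edgeR).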

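The bulk counts of *Grb10* were 5575 and 5997 in the wild-type and 1508 and 1806 in the *Zfp57*-/- replicates (log2 fold change -1.87, standard error 0.20, adjusted p = 0.000143). The maternal reads fell by a log2 fold change of -2.96 (adjusted p = 6.38e-06) while the paternal reads rose by 5.83 (adjusted p = 3.5e-07).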

The *Ddc* gene is located downstream of *Grb10*. 

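In wild-type cells at day 12, 18 of the 54 allelic reads of *Ddc* (chromosome 11, 11814101 to 11898144) were maternal (share 0.333, 95% Wilson interval 0.222 to 0.466). The difference between alleles had an edgeR adjusted p of 0.155.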

*Ddc* showed a paternal expression bias in the wild-type day 12-cells, which is consistent with previous reports^26^, but its bias was not strong enough to be classified as imprinted under our stringent criteria. However, its allelic expression was inverted and its global expression activated in the *Zfp57*^-/-^ day 12-cells, indicating that this gene may also be regulated by the *Grb10* methylation-sensitive insulator. 

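The ratio of *Ddc* in *Zfp57*-/- cells was 0.57 ± 0.169 (SD, n = 2, 118 reads), and the genotype-by-allele contrast had an edgeR adjusted p of 0.145. The bulk counts were 61 and 73 in the wild-type and 151 and 145 in the *Zfp57*-/- replicates (log2 fold change 1.10, standard error 0.28, adjusted p = 0.0166). A test of proportions that treats reads as independent gave 0.0385 for that contrast.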

The distal chromosome 11 DMR overlaps the promoter of the *Zrsr1* gene. 

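*Zrsr1* (chromosome 11, 22972005 to 22976496) had 128 and 178 counts in the wild-type and 296 and 310 in the *Zfp57*-/- replicates at day 12 (log2 fold change 0.95, standard error 0.22, adjusted p = 0.01). None of its wild-type allelic reads was maternal (95% Wilson interval up to 0.0676). In *Zfp57*-/- cells the ratio was 0.538 ± 0.155 (SD, n = 2, 103 reads, genotype-by-allele adjusted p = 1.1e-07 from edgeR), and the paternal reads changed by a log2 fold change of -0.23 (adjusted p = 0.736).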

*Zrsr1* was expressed from its paternal allele in the wild-type and up-regulated twofold on both parental alleles in the *Zfp57*-mutant day 12-cells, consistent with its regulation from its maternally methylated DMR (Supplementary Fig. 5e). We did not find any allelic expression bias of the overlapping *Commd1* gene in NPCs.

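*Commd1* had 11 maternal of 18 allelic reads in wild-type cells (share 0.611, 95% Wilson interval 0.386 to 0.797), below the minimum for the allele test, so that a moderate bias was not detectable at this depth. Its bulk counts were 124 and 192 in the wild-type and 198 and 196 in the *Zfp57*-/- replicates (log2 fold change 0.29, edgeR adjusted p = 0.395).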

In the large cluster of imprinted genes on chromosome 12, ZFP57 binds a paternally methylated DMR that is located between the *Dlk1* and *Meg3* genes. We found *Dlk1* paternally expressed and *Meg3* maternally expressed in the wild-type but these genes were expressed from both parental alleles in the *Zfp57*-mutant day 12-cells, consistent with the model predicting imprinting dependent on the intergenic DMR methylation (Fig. 4g). In addition, *Dlk1* was down-regulated, consistent with the repressor function of the lncRNA *Meg3*^45^. 

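*Dlk1* (chromosome 12, 109452823 to 109463336) had a ratio of 0.155 ± 0.00874 in wild-type and 0.412 ± 0.381 in *Zfp57*-/- cells (SD, n = 2, 78 and 29 reads, genotype-by-allele adjusted p = 0.0267 from edgeR). *Meg3* (chromosome 12, 109541001 to 109571726) had 0.995 ± 0.00455 and 0.666 ± 0.0275 (1351 and 2066 reads, adjusted p = 2.93e-36). The 15 genes nearest *Meg3* had a median ratio of 0.48 in *Zfp57*-/- cells. *Dlk1* did not pass with the replicate block (adjusted p = 0.0629) or with DESeq2 (0.709).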

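The counts of *Dlk1* were 169 and 84 in the wild-type and 49 and 36 in the *Zfp57*-/- replicates (log2 fold change -1.68, standard error 0.46, adjusted p = 0.0231). The fall lay on the paternal allele, with a log2 fold change of -2.41 (adjusted p = 0.0372) against 0.36 on the maternal allele (adjusted p = 0.796).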

A number of other genes (including *Mirg* and *Rian*) that are co-transcribed with *Meg3* within a polycistronic RNA drastically reduced their allelic bias (Supplementary Fig. 6a). 

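The ratio of *Rian* was 0.995 ± 0.00401 in wild-type and 0.671 ± 0.0214 in *Zfp57*-/- cells (SD, n = 2, 4377 and 9957 reads), and that of *Mirg* was 0.983 ± 0.00852 and 0.677 ± 0.0213 (413 and 1997 reads). Both passed the genotype-by-allele contrast of edgeR (adjusted p = 7.91e-46 and 3.93e-22). The alleles of both still differed in *Zfp57*-/- cells (adjusted p = 5.11e-24 and 6.29e-16).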

Although the global RNA level of *Meg3* was only slightly changed, those of the small nucleolar RNA-containing gene *Rian* and the micro RNA-containing gene *Mirg* were up-regulated twofold and fourfold, respectively, in the mutant day 12-cells.

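*Meg3* had 2272 and 1304 counts in the wild-type and 3382 and 1991 in the *Zfp57*-/- replicates (standard error of the log2 fold change 0.37, adjusted p = 0.368). *Rian* had 4056 and 2439 and 8272 and 7219 (log2 fold change 1.15, standard error 0.32, adjusted p = 0.024), and *Mirg* had 416 and 212 and 1657 and 1245 (log2 fold change 2.10, standard error 0.38, adjusted p = 0.00283). On the paternal allele, silent in wild-type cells, the log2 fold change was 6.31 for *Meg3*, 7.05 for *Rian* and 6.66 for *Mirg*.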

On chromosome 15, a ZFP57-bound DMR overlaps the promoter of the lncRNA gene *Peg13*^24^. This gene was paternally expressed in the wild-type and biallelically expressed in the *Zfp57*-mutant day 12-cells, consistent with being regulated by maternal methylation of this DMR, although its global expression was unchanged (Fig. 4h). 

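*Peg13* (chromosome 15, 72805600 to 72810324) had a ratio of 0.0697 ± 0.0134 in wild-type and 0.383 ± 0.0183 in *Zfp57*-/- cells (SD, n = 2, 184 and 134 reads, genotype-by-allele adjusted p = 1.16e-06 from edgeR). Its bulk counts were 124 and 157 in the wild-type and 89 and 120 in the *Zfp57*-/- replicates (standard error of the log2 fold change 0.27, adjusted p = 0.224). *Kcnk9* of the same domain had 145 and 253 counts in the wild-type replicates, and *Trappc9* fell from 405 and 565 to 210 and 255 counts (adjusted p = 0.00331).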

The allelic bias of *Trappc9,* which overlaps *Peg13,* and that of *Kcnk9* located at its 3’ were not statistically significant in the wild-type but both of these genes were down-regulated in the *Zfp57*-mutant day 12-cells , consistent with their co-regulation with *Peg13.*

On chromosome 17, the promoter of the lncRNA *Airn* overlaps a maternally methylated and ZFP57-bound DMR^24^. 

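*Airn* (chromosome 17, 12741311 to 12860136) had 126 and 77 counts in the wild-type and 203 and 187 in the *Zfp57*-/- replicates at day 12, a log2 fold change of 0.84 (standard error 0.34, adjusted p = 0.0947 from edgeR). With the replicate number as a block its adjusted p was 0.00681, and with DESeq2's test 0.12. *Igf2r* (chromosome 17, 12682406 to 12769664), on the opposite strand, fell from 6498 and 4054 to 2609 and 2687 counts (standard error of the log2 fold change 0.30, adjusted p = 0.0229).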

Consistent with the model predicting transcriptional interference between *Airn* and *Igf2r*^46^, the former gene was activated and the latter repressed in the *Zfp57*-mutant day 12-cells (Supplementary Fig. 5 g). *Igf2r* appears slightly maternally expressed in the wild-type NPCs but its allelic ratio does not fall in the fixed intervals of imprinted expression, while *Airn* appears paternally expressed, but its counts are too low to perform a statistical test. However, the symmetrical changes of their allelic ratios observed in the *Zfp57*-mutant day 12-cells is consistent with their reciprocal imprinting being regulated by *Zfp57*-dependent DMR methylation.

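The ratio of *Igf2r* was 0.64 ± 0.0495 in wild-type cells (SD, n = 2, 2875 reads, edgeR adjusted p = 4.71e-15), where its 15 nearest genes had a median of 0.56. *Airn* had 5 maternal of 24 allelic reads (share 0.208, 95% Wilson interval 0.0924 to 0.405).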

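In *Zfp57*-/- cells the ratio of *Igf2r* was 0.319 ± 0.0107 (SD, n = 2, 1525 reads, genotype-by-allele adjusted p = 6.43e-24 from edgeR), with a median of 0.455 over its 15 nearest genes. The maternal reads fell by a log2 fold change of -2.06 (adjusted p = 0.00227), and the paternal reads changed by -0.05 (adjusted p = 0.936). *Airn* had 34 maternal of 72 reads (share 0.472, 95% Wilson interval 0.361 to 0.586).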

Finally, on chromosome 18, ZFP57 marks the maternally methylated DMR overlapping the promoter of the *Impact* gene. The imprinting mechanism controlling *Impact* is poorly investigated. 

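*Impact* (chromosome 18, 12955852 to 12992950) rose from 693 and 1112 counts in the wild-type to 4533 and 4828 in the *Zfp57*-/- replicates at day 12 (standard error of the log2 fold change 0.20, adjusted p = 3.46e-05). Its ratio was 0.056 ± 0.0215 in wild-type and 0.589 ± 0.0179 in *Zfp57*-/- cells (SD, n = 2, 928 and 4895 reads, genotype-by-allele adjusted p = 2.08e-41 from edgeR). Both alleles rose, the maternal reads by a log2 fold change of 5.81 and the paternal reads by 1.17 (adjusted p = 1.59e-06 and 0.00106).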

We found that this gene is paternally expressed in the wild-type and that the allelic bias is reduced in the mutant day 12-cells, with a global upregulation of about fourfold. These findings suggest that its imprinting is controlled by the ZFP57-bound DMR (Supplementary Fig. 5h).

In conclusion, all the imprinted genes detected in wild-type NPCs lost or reduced their allelic expression bias in the *Zfp57*^-/-^ NPLCs. However, those expressed from the non-methylated chromosome were generally up-regulated, and those expressed from the methylated chromosome were generally down-regulated. In addition, several genes (such as *Sgce*, *Asb4*, *Usp29, Snhg14, Ndn, Magel2, Kcnq1ot1*, *Phactr2, Meg3* and *Peg13*), whose expression was expected to be increased upon loss of ICR methylation, acquired biallelic expression but overall were not significantly activated.

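Of the 31 genes past the genotype-by-allele threshold, between 29 and 31 stayed nearer 0.5 in *Zfp57*-/- cells when a library was left out. The number past the threshold was 30 when genes in segments with an altered allelic ratio were left out, an alternative chosen after seeing the data. From the loss or reduction of allelic bias at the imprinted genes of wild-type NPCs, together with the loss of methylation at the ICRs, the paper concludes that *Zfp57*-dependent methylation is generally required to acquire and to maintain imprinted expression in somatic cells.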

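Apart from genes it marks as not statistically significant, Table 2 lists 33 genes as expressed from a single parental allele in wild-type cells, 24 of them from the non-methylated and 9 from the methylated chromosome. Of the 24, 15 had a positive log2 fold change in *Zfp57*-/- cells, and 9 of the 9 had a negative one, so that 24 of 33 moved in the direction stated (two-sided Fisher's exact test, p = 0.00139). Genes of one domain are not independent. The genotypes also differed in pluripotency and neural markers, so the test cannot separate ICR methylation from the degree of differentiation. On the methylated side, *Asb4* and *Phactr2* had log2 fold changes of -0.05 and -0.04, within their standard errors of 0.44 and 0.21. Counting only genes past an edgeR adjusted p of 0.05, 11 were higher and 4 lower on the non-methylated side, and 0 were higher and 7 lower on the methylated side (Fisher's exact test, p = 0.00387). The replicate block gave 23 of 33 (Fisher's exact p = 0.0167), and leaving out a library gave from 22 to 24.

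**Figure D3:**
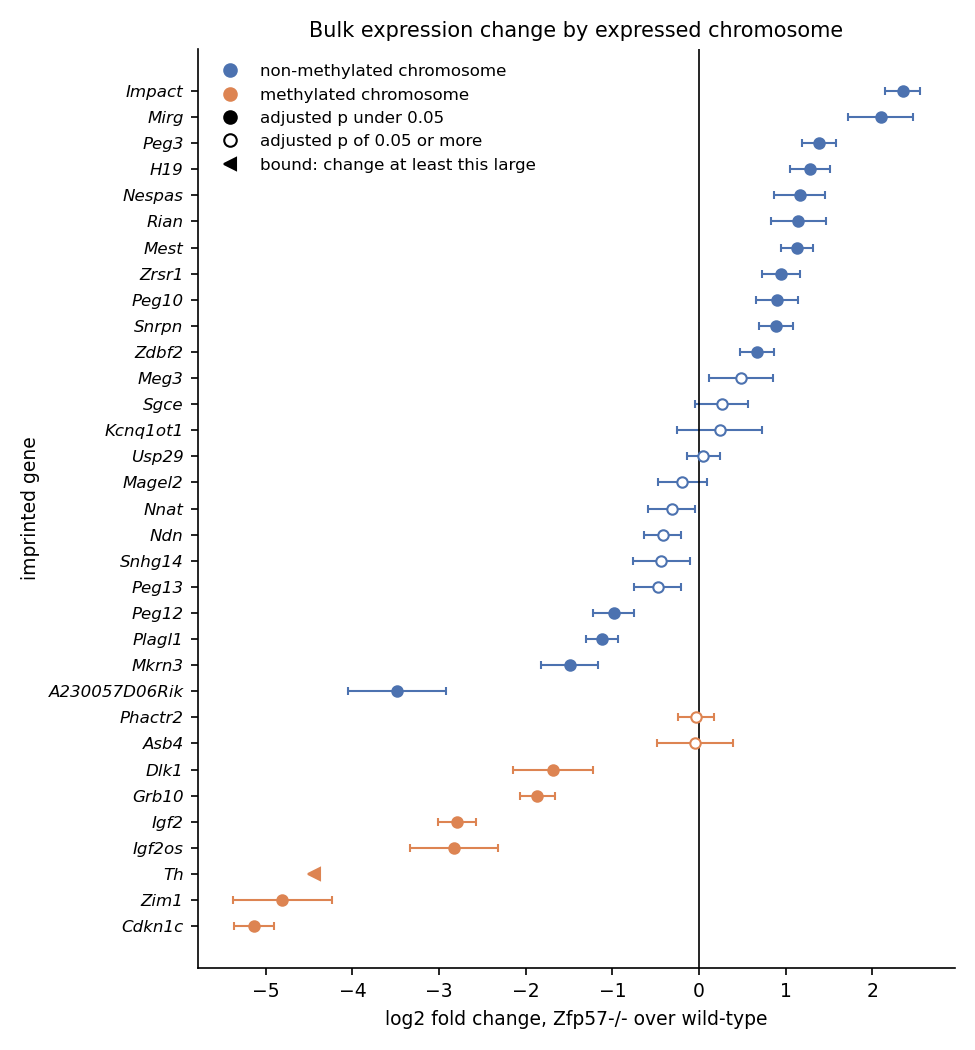
Log2 fold change of *Zfp57*-/- over wild-type day 12-JB1 cells (horizontal axis) for 33 genes of Table 2. Genes are grouped by expression from the non-methylated or the methylated chromosome. Bars are standard errors from edgeR, and a triangle is a bound for a gene with at most 3 counts in every *Zfp57*-/- library. The 9 genes of the methylated group have values below 0, and 15 of the 24 genes of the other group have values above 0.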

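None of these 10 genes passed an adjusted p of 0.05 in the edgeR bulk comparison without a block. With the replicate block *Meg3* was higher past the threshold (adjusted p = 0.0453). With a gene-length correction *Meg3* (0.0264) and *Kcnq1ot1* (0.00123) were. At all 10, the allele that was silent in wild-type cells had more reads in *Zfp57*-/- cells past that threshold. At *Sgce*, *Ndn* and *Peg13*, the active allele had fewer reads past the threshold, with log2 fold changes of -1.03, -1.48 and -1.09 (adjusted p = 0.0374, 0.0224 and 0.0178). At the other 7 genes its log2 fold change lay between -1.20 for *Magel2* and -0.05 for *Meg3*.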

## Discussion

Differential DNA methylation of ICRs is the best characterized mechanism by which imprinted gene expression is maintained in somatic cells. However, the relationship between ICR methylation and gene expression is not well understood for all imprinted genes. *Zfp57*^-/-^ ESCs display a specific DNA methylation defect at the 20 ICRs that are bound by ZFP57 in mouse pluripotent cells, and represent an ideal model to study the role of methylation in the control of imprinted gene expression during differentiation^24^. By employing an in vitro system of neural differentiation of hybrid ESCs, this study highlights the importance of ZFP57-dependent methylation in genomic imprinting, but also illustrates that imprinted gene control is more complex than what previously thought.

An unexpected finding of this study was that although the *Zfp57*^-/-^ cells were able to leave the pluripotency state they only partially differentiated into NPCs if compared to their derivative wild-type cells, under the conditions used in this study. We cannot exclude that the deregulated expression of some imprinted genes is secondary to the differentiation differences observed between the wild-type and mutant strains. Nevertheless, the general loss of allelic expression and the coordinated expression changes of the genes located in the same domain suggest that most of the imprinting loss is directly caused by lack of ZFP57-dependent ICR methylation.

Despite the presence of differential methylation at ICRs, allele-specific expression was well established at only a few genes in the undifferentiated ESCs. Some genes acquired imprinted expression after differentiation, others increased their allelic bias in NPCs. For several other genes, imprinting could be assessed only in NPCs, because their expression in ESCs was too low. Nevertheless, all the imprinted genes of wild-type NPCs, overall belonging to 15 of the 20 known imprinted gene clusters, lacked or reduced their gamete of origin-specific expression in *Zfp57*-mutant NPCs. This demonstrates that *Zfp57*-dependent methylation is generally required for both acquisition and maintenance of imprinted gene expression in somatic cells. 

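Of the 16 domains of Table 2, 15 held at least 1 gene with an allelic bias in the day 12 wild-type cells analysed here. The domain without such a gene was that of *Igf2r* and *Airn*, for which the wild-type ratio of *Igf2r* lay inside the interval of biallelic expression and *Airn* had too few reads.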

Interestingly, some genes, such as *Nespas*, *Peg3*, *Plagl1*, *Meg3*, *Rian* and *Mirg*, partially retained their allelic bias in the *Zfp57*-mutant day 0-cells, but completely lost it in the *Zfp57*-mutant day 12-cells. Since both the *Zfp57*-mutant day 0 and *Zfp57*-mutant day 12-cells completely lack ICR methylation, this suggests that *Zfp57*-dependent methylation is the major determinant of imprinted gene expression in differentiated cells, but additional epigenetic mechanisms contribute to imprinting maintenance in pluripotent cells.

Lack of *Zfp57* leads to a more limited ICR methylation loss in mouse embryos than in cultured cells^17^. This is likely because the ESCs and the derived early differentiating cells undergo many more cell divisions than the equivalent cells in the early embryo, and there can thus be accumulation of small losses each cell cycle, eventually leading to fixation of the unmethylated state. So, an advantage of our ESC system is that it allows to score regions at which ZFP57 contributes only partly to the maintenance of methylation. The consequence of *Zfp57*-knockout on imprinted gene expression was investigated in mouse embryos in a very recent study^47^. The data of this study are consistent with ours, but are limited by an incomplete loss of ICR methylation of *Zfp57*-null embryos. Differently from our neural cell-based system, this in vivo study analyzed whole E13.5 embryos, which did therefore not allow detection of allelic expression of several tissue-specific imprinted genes. It is important to note, however, that because the *Zfp57* gene was inactivated prior to differentiation, none of these studies addresses the possible role of this gene in differentiated cells. In humans, *ZFP57* inactivation results in a less severe phenotype than in mice, possibly because *ZFP57* is not expressed in human oocytes and is activated only post-implantation, and another zinc-finger protein gene, *ZNF445*, appears to play a major role instead^18,25^.

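The reads of each allele were compared between genotypes for the 33 imprinted genes with an allelic bias in day 12 wild-type cells (edgeR's quasi-likelihood test on the allele counts). This fit treats both alleles of a library as independent, so its adjusted p may be too small. The allele that was silent in wild-type cells was higher in *Zfp57*-/- cells at 25 genes and the active allele was lower at 15, at an adjusted p of 0.05. Both held at 7 genes, *Grb10*, *Ndn*, *Nnat*, *Peg12*, *Peg13*, *Plagl1* and *Sgce*. The replicate block gave 25 and 17, and leaving out chromosome 1 gave 24 and 15. At *Igf2* and *Kcnk9* both alleles were lower, and at *Impact* and *Mirg* the active allele was higher as well, with log2 fold changes of 1.17 and 1.61 (adjusted p = 0.00106 and 0.0109).

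**Figure D4:**
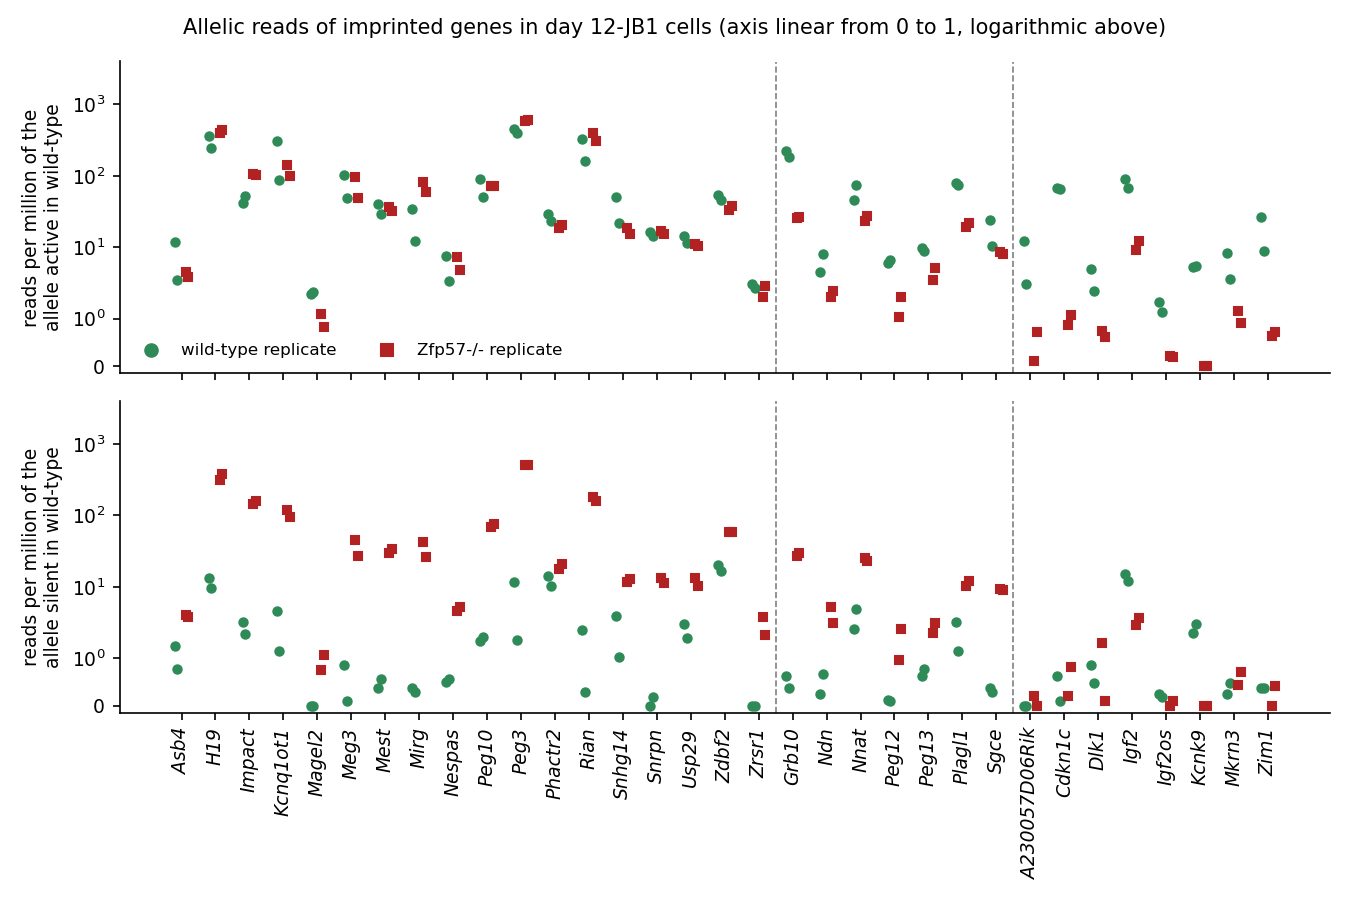
Allelic reads, scaled to library size, of the allele active in wild-type cells (top) and of the silent allele (bottom) for 33 imprinted genes, on an axis that is linear near 0 and logarithmic above; each dot is a wild-type (green) or *Zfp57*-/- (red) replicate. The dashed lines separate 18 genes with the silent allele higher in *Zfp57*-/- cells and the active allele not lower, 7 with the silent allele higher and the active allele lower, and 8 with the active allele lower and the silent allele not higher.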

Among the imprinted genes that were deregulated in the *Zfp57*-mutant NPLCs, some displayed up-regulation of the silenced allele, others down-regulation of the expressed allele, with respect to the wild-type cells. This behavior is consistent with the relationship between DMR methylation and allele-specific expression of each imprinted gene. In general, the gene *in cis* with DMR methylation acquired the expression of the other parental allele, in mutant cells. Thus, maternally expressed genes were repressed and paternally expressed genes activated in the domains with maternal ICR methylation. Conversely, maternally expressed genes were activated and paternally expressed genes repressed in the domains with paternal ICR methylation.

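The genes counted are those that Table 2 lists as maternal or paternal in wild-type cells without marking them as not significant, so *Th* is counted and *Kcnk9* is not. In domains with maternal ICR methylation, 4 of the 6 maternally expressed genes had a lower RNA level in *Zfp57*-/- cells at an edgeR adjusted p of 0.05, 0 had a higher level, and 2, *Asb4* and *Phactr2*, had neither. The 4 were *Zim1*, *Th*, *Cdkn1c* and *Grb10*. Of the 20 paternally expressed genes, 8 were higher, 4 were lower and 8 were neither. The 4 lower ones were *A230057D06Rik*, *Mkrn3*, *Peg12* and *Plagl1*.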

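In domains with paternal ICR methylation, 3 of the 4 maternally expressed genes, *H19*, *Rian* and *Mirg*, had a higher RNA level in *Zfp57*-/- cells at an edgeR adjusted p of 0.05, and *Meg3* did not pass the threshold. The 3 paternally expressed genes, *Igf2*, *Igf2os* and *Dlk1*, were lower.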

Intriguingly, several imprinted genes that were expected to be activated twofold—because now transcribed from both the parental alleles—did not significantly change their global expression level in *Zfp57*-mutant cells (Table 2). This suggests that compensatory mechanisms exist for many imprinted genes that finely control their RNA level. Most of these genes, interestingly, are expressed at a lower level in wild-type NPCs. 

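In the wild-type libraries, the 11 unchanged genes with an allelic bias had a mean level of 5.73 ± 1.74 log2 CPM (SD, n = 11 genes) and the 11 up-regulated ones of 6.96 ± 2.15 (SD, n = 11). The difference of -1.22 did not pass a threshold of 0.05 (two-sided exact permutation test over 705432 splits, p = 0.155). Per kilobase of transcript, the alternative that moved it most, the difference was -1.95 (exact permutation p = 0.0199). The 11 up-regulated genes are those with a significant allelic bias in Table 2. With *Adam23*, *Ddc* and *Airn*, which Table 2 also marks as up-regulated, the difference was -0.57 (exact permutation p = 0.507), an alternative chosen after seeing the data.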

Since their overall expression levels were not affected by expressing two alleles versus one, it may also be speculated that these genes are not the ones that have driven the evolution of imprinted gene expression. In the context of possible dosage compensation mechanisms, it is interesting to note that multiple regulatory links exist between different imprinted domains^48^. For instance, the maternally expressed miRNAs (miR-379/410) encoded by the *Dlk1-Meg3* imprinting domain antagonize paternally expressed transcripts from other imprinted domains, including *Plagl1*, *Peg3*, *Igf2* and *Mkrn3*^49,50^. The unexpected reduction in *Plagl1* and *Mkrn3* RNA could be explained by up-regulation of these miRNAs in the *Zfp57*-mutant day 12-cells (Supplementary Fig. 6a–c). This could also be responsible of the indirect down-regulation of several neuronal non-imprinted miRNA-target genes in the *Zfp57*^-/-^ NPLCs (Supplementary Fig. 3d).

*Zfp57-*mutant cells only partially differentiated towards neural precursors, suggesting that genes controlled by ZFP57 are necessary for neural differentiation of ESCs under the conditions used in this study. This finding contrasts with the absence of major problems of neurogenesis reported in *Zfp57* mutant embryos^17^. However, the *Zfp57*^-/-^ ESCs show more methylation defects at the ZFP57-binding sites and are therefore expected to have more gene expression changes and severe phenotype than the mutant embryos^24^. Consistent with this hypothesis, the *Dnmt3l* knockout that prevents establishment of methylation at all maternally imprinted DMRs is associated with exencephaly and other neural tube defects in the mouse^51^. A possible explanation of the partial differentiation capacity of the *Zfp57*^-/-^ cells toward the neural fate is the deregulation of imprinted genes that have a role in the control of neural cell proliferation, differentiation, apoptosis and migration, such as *Cdkn1c, Dlk1, Igf2, Peg3* and *Plagl1*^52–56^. Alternatively, the expression of non-imprinted genes involved in neurogenesis that are located close to the ZFP57 binding sites may be altered.

In conclusion, this study provides an extensive analysis of the relationship between DMR methylation and imprinted gene expression, and suggests that a number of ZFP57-target genes have a role in neural differentiation of mouse ESCs in vitro.

## Materials and methods

### Cell lines and culture conditions

The wild-type hybrid ESC line JB1, which is (JF1 × C57BL/6) F1, and the JB1-derived *Zfp57*^*-/-*^ ESC line were described previously^24,57^. ESCs were cultured under serum-free conditions on gelatinized tissue culture dishes and maintained in ESGRO Complete Plus Serum-free Clonal Grade 1i Medium (Merck-Millipore) in the presence of the Gsk3 inhibitor CHIR99021 (at 3 μM). The wild-type inbred 129 ESC line E14 and its derived *Zfp57*^-/-^ ESC line were cultured under standard feeder-free conditions as previously described^24^. The wild-type and *Zfp57*^-/-^ JB1 and E14 ESCs were differentiated toward NPCs following the protocol described by Gaspard and collaborators (Fig. 1a)^58^. In vitro corticogenesis of ESCs was started with plating at the optimal density of 7.500 ES cells/cm^2^ and culturing in chemically defined default medium (DDM). From day 2 to 10 of culture, a Sonic hedgehog inhibitor (cyclopamine) was added at 1 μM concentration. From day 10 to 12, the medium was replaced with DDM only. The cells were cultured at 37 °C under an atmosphere of 5% CO_2_.

### DNA methylation analysis

Genomic DNA from cultured cells was isolated using the Wizard Genomic DNA Purification Kit (Promega) following the manufacturer’s protocols. ~ 1 μg genomic DNA was subjected to bisulfite conversion using EpiTect Bisulfite Kit (Qiagen). The bisulfite sequencing was obtained by three methods: sequencing of individual clones, pyrosequencing and direct sequencing of the bisulfite-treated and PCR-amplified genomic DNA. PCR amplification was obtained by AmpliTaq DNA polymerase Kit (Thermo Fisher Scientific). For the *Plagl1*: TSS-DMR, *Peg13*: TSS-DMR and *Igf2r*: TSS-DMR, PCR products were cloned into the TOPO TA cloning vector (Invitrogen) and individual clones were isolated and sequenced (Eurofins Genomics). For the *H19/Igf2*:IG-DMR, *Mest*:TSS-DMR and *Rasgrf1*:TSS-DMR, DNA methylation was assessed by Sanger sequencing (Eurofins Genomics) of the bisulfite-treated and PCR-amplified genomic DNA (AmpliTaq DNA polymerase Kit, Thermo Fisher Scientific). For the *Kcnq1ot1*:TSS-DMR, *Meg3*/*Dlk1*:IG-DMR, *Peg3*:TSS-DMR, and *Snrpn*:TSS-DMR DNA methylation was analysed by pyrosequencing using PyroMark Q48 Autoprep sequencing machine (Qiagen). For the *H19/Igf2*:IG-DMR, *Mest*:TSS-DMR and *Rasgrf1*:TSS-DMR, DNA methylation was assessed after direct sequencing of the bisulfite-treated and PCR-amplified genomic DNA. All the primers are listed in Supplementary Table 6.

### RNA analysis

RNA was isolated using TRI reagent (Sigma-Aldrich) according to the manufacturer’s instructions. Approximately 900 ng of total RNA was retro-transcribed to cDNA by using QuantiTect Reverse Transcription Kit (Qiagen) according to the manufacturer protocol. For locus-specific gene expression analysis, cDNA was amplified by real-time PCR using SYBR Green PCR Master Mix (Bio-Rad) on a CFX Connect Real-Time PCR Detection System. For locus-specific allelic expression analysis, target genes were amplified, purified using PCR purification Kit (Qiagen), and sequenced using Sanger sequencing (Eurofins Genomics). PCR and RT-qPCR primers are reported in Supplementary Table 6.

For RNA-seq, ~ 1 μg of high quality RNA (260/280 > 1.80) samples in biological duplicates were subjected to library preparation using TruSeq Stranded Total RNA Ribo-Zero Gold Kit and sequencing with 2 × 125 bp paired end (PE) mode on Illumina HiSeq 2500 System (Institute of Applied Genomics: IGA, Italy).

### Bioinformatic analyses

The reads obtained from RNA-sequencing were assessed for quality using FastQC tool and trimmed for adapter sequences using Trimmomatic v.0.36 (in PE mode, MINLEN:36, HEADCROP if required and other parameters as default)^59^. Only good quality reads were aligned to the mouse reference genome (gencode vM20) using STAR v2.5.4a (-outFilterMultimapNmax 1, -outFilterMismatchNmax 3 and other parameters set as default)^60^. Reads were assigned to genes (annotation gencode vM20) using the featureCounts function (-p option) from Subread package v.1.6.0^61^. In the annotation file, two transcripts Gm49394 and Mir483, which overlapped *Igf2* coordinates and present in the gencode vM20 gtf annotation file, were removed. We arbitrarily set a cutoff of > 8 reads (wild-type + mutant samples) to remove the genes with very low expression level. We used DESeq2 v.1.24.0^29^ for normalization and differential expression between wildtype-NPCs and *Zfp57*^*-*/-^ NPCs. Genes with adjusted p-value < 0.05 were considered statistically significant and were used for downstream analysis. To determine the differentiation potential of our NPCs we compared our RNA-Seq data with publicly available RNA-Seq data of ESCs and NPCs^26^. The raw data were processed as before and the read count matrix was normalized by the “upper quartile” method. Subsequently, we adjusted the expression of all genes by dividing by beta-actin expression of the respective samples. After adjustment, we computed the Z-scores for each sample and plotted for a set of lineage-specific markers of pluripotency, neural/cortex, endoderm and mesoderm. The functional enrichment analysis of deregulated genes was performed using gprofiler2 *R package*^62^. Biological process terms (GO:BP) from gprofiler2 were considered significantly enriched if adjusted p-value < 0.05 and only top 10–15 candidates were depicted on a barplot. The allele-specific RNA-Seq analysis was performed by utilizing the SNPs present between B6 and JF1 genome. SNPs were derived from Takada and collaborators^63^ and converted to mm10 using CrossMap v-0.2.5^64^. These SNPs were overlapped with the JF1 SNPs downloaded from the Sanger Institute website (ftp://ftp-mouse.sanger.ac.uk/REL-1807-SNPs_Indels/mgp.v6.merged.norm.snp.indels.sfiltered.vcf.gz), which revealed ~ 11 millions SNP positions. These SNPs were used for creating N-masked genomes from mm10 reference genome using custom Python script by incorporating ‘Ns’ at the SNP positions. The alignment to N-masked genome was performed using STAR v2.5.4a with specific parameters (-alignEndsTypeEndToEnd, -outSAMattributes All, -outFilterMultimapNmax 1 -outFilterMismatchNmax 3 and other parameters as default). The aligned reads were assigned to maternal (JF1) or paternal (B6) allele using SNPSplit v0.3.2^30^, accompanied with a file containing SNPs information. For visualization purposes, bigwig files were generated and uploaded to UCSC genome browser (mouse genome version GRCm38/mm10). The allele-specific reads were assigned to the genes using featureCounts^61^ and imported to DESeq2 for further normalization. As both parental alleles (viz. B6 and JF1) were originated from the same sample, the allele-specific counts were normalised by size factor obtained from bulk RNA-Seq using DESeq2. We filtered out the genes with < 10 normalized counts (sum of mat and pat alleles) in both wild-type replicates. We confined our analysis only to imprinted genes, the list of which was collected from geneimprint database (www.geneimprint.com) and literature search^26^. The allele-specificity was estimated from the ratio of maternal allele normalized counts to the sum of maternal and paternal allele normalized counts (JF1/B6 + JF1) and only the genes with allelic ratio ≤ 0.33 or ≥ 0.67 were prioritized as monoallelic and plotted using ggplot2 *R package*. RNA-Seq raw and processed data is available in GEO (GSE164669).

ChIP-Seq data for ZFP57 and KAP1 were generated previously^20^ and available in GEO repository (GSE74757). The raw reads were downloaded and aligned to mm10 using bowtie v1.2.1.1 in single-end mode. Only the uniquely mapped reads were obtained (bowtie option -m 1) and PCR duplicates were removed using custom shell script. Peak were called by using macs14 (MACS 1.4.2)^65^, which revealed 544 ZFP57 and 6986 KAP1 peaks (Supplementary Table 7). To increase the confidence over identified peaks, both ZFP57 and KAP1 peaks were intersected using bedtools, which revealed 457 overlapping peaks. The distance of deregulated genes in the *Zfp57*^*-*/-^ day 12 cells from the ZFP57/KAP1 peaks was calculated using bedtools (-closest function) and plotted using ggplot2 *R package*. The genes overlapping with ZFP57/KAP1 peaks were set at distance 0.

### Statistical analysis

Statistical significance for the relative expression of the lineage-specific markers and imprinted genes was conducted by unpaired Student’s t-test. Enrichment of differentially expressed imprinted genes over all differentially expressed genes was assessed using the Hypergeometric test. The difference between the two empirical cumulative functions of the distances between genes and ZFP57/KAP1 peaks was evaluated using the two-sample Kolmogorov–Smirnov test. The allele-specific expression of genes in wild-type cells was assessed using a Proportion test and multiplicity correction was performed using the “Benjamini-Hochberg” method.

### Immunofluorescence

For Nestin and Pou5f1 ( also known as Oct3-4) immunofluorescence, the cells were fixed in 4% PFA and permeabilized with 0.1% Triton X-100/PBS. Cells were, then, blocked with 10% normal goat serum (NGS)/ 1% BSA(bovine serum albumin)/ PBS. Later, the cells were incubated with the primary antibodies (i.e., anti-Nestin, anti-Pou5f1, conjugated respectively with Alexa Fluor 594, sc-33677 AF594 and Alexa Fluor 488, sc-5279 AF488). After 3 washes with 0.1% Triton X-100/PBS cells were incubated with DAPI for 5 min. Images were captured with a fluorescence microscope (DMI6000B; Leica) run with the LAS AF 2.6 software (Leica).

## Supplementary Information

Supplementary Figures.

Supplementary Tables.

## References

[1] Plasschaert RN, Bartolomei MS (2014). Genomic imprinting in development, growth, behavior and stem cells. Development.

[2] Morison IM, Ramsay JP, Spencer HG (2005). A census of mammalian imprinting. Trends Genet..

[3] Skaar DA (2012). The human imprintome: Regulatory mechanisms, methods of ascertainment, and roles in disease susceptibility. ILAR J..

[4] Blake A (2010). MouseBook: An integrated portal of mouse resources. Nucleic Acids Res..

[5] Andergassen, D. *et al.* Mapping the mouse allelome reveals tissue-specific regulation of allelic expression. *Elife***6**. 10.7554/eLife.25125 (2017).10.7554/eLife.25125PMC555572028806168

[6] Soellner L (2017). Recent advances in imprinting disorders. Clin. Genet..

[7] MacDonald WA, Mann MR (2014). Epigenetic regulation of genomic imprinting from germ line to preimplantation. Mol. Reprod. Dev..

[8] Monk D, Mackay DJG, Eggermann T, Maher ER, Riccio A (2019). Genomic imprinting disorders: Lessons on how genome, epigenome and environment interact. Nat. Rev. Genet..

[9] Li E, Beard C, Jaenisch R (1993). Role for DNA methylation in genomic imprinting. Nature.

[10] Kaneda M (2004). Essential role for de novo DNA methyltransferase Dnmt3a in paternal and maternal imprinting. Nature.

[11] Lewis A (2004). Imprinting on distal chromosome 7 in the placenta involves repressive histone methylation independent of DNA methylation. Nat. Genet..

[12] Caspary T, Cleary MA, Baker CC, Guan XJ, Tilghman SM (1998). Multiple mechanisms regulate imprinting of the mouse distal chromosome 7 gene cluster. Mol. Cell Biol..

[13] Tanaka M (1999). Parental origin-specific expression of Mash2 is established at the time of implantation with its imprinting mechanism highly resistant to genome-wide demethylation. Mech. Dev..

[14] El Kharroubi A, Piras G, Stewart CL (2001). DNA demethylation reactivates a subset of imprinted genes in uniparental mouse embryonic fibroblasts. J. Biol. Chem.

[15] Inoue A, Jiang L, Lu F, Suzuki T, Zhang Y (2017). Maternal H3K27me3 controls DNA methylation-independent imprinting. Nature.

[16] Chen Z, Zhang Y (2020). Maternal H3K27me3-dependent autosomal and X chromosome imprinting. Nat. Rev. Genet..

[17] Li X (2008). A maternal-zygotic effect gene, Zfp57, maintains both maternal and paternal imprints. Dev. Cell.

[18] Mackay DJ (2008). Hypomethylation of multiple imprinted loci in individuals with transient neonatal diabetes is associated with mutations in ZFP57. Nat. Genet..

[19] Quenneville S (2011). In embryonic stem cells, ZFP57/KAP1 recognize a methylated hexanucleotide to affect chromatin and DNA methylation of imprinting control regions. Mol. Cell.

[20] Anvar Z (2016). ZFP57 recognizes multiple and closely spaced sequence motif variants to maintain repressive epigenetic marks in mouse embryonic stem cells. Nucleic Acids Res..

[21] Messerschmidt DM (2012). Trim28 is required for epigenetic stability during mouse oocyte to embryo transition. Science.

[22] Strogantsev R (2015). Allele-specific binding of ZFP57 in the epigenetic regulation of imprinted and non-imprinted monoallelic expression. Genome Biol..

[23] Shi H (2019). ZFP57 regulation of transposable elements and gene expression within and beyond imprinted domains. Epigenet. Chromatin.

[24] Riso V (2016). ZFP57 maintains the parent-of-origin-specific expression of the imprinted genes and differentially affects non-imprinted targets in mouse embryonic stem cells. Nucleic Acids Res..

[25] Takahashi N (2019). ZNF445 is a primary regulator of genomic imprinting. Genes Dev..

[26] Bouschet T (2017). In vitro corticogenesis from embryonic stem cells recapitulates the in vivo epigenetic control of imprinted gene expression. Cereb. Cortex.

[27] Gaspard N (2009). Generation of cortical neurons from mouse embryonic stem cells. Nat. Protoc..

[28] Akagi T (2005). Identification of Zfp-57 as a downstream molecule of STAT3 and Oct-3/4 in embryonic stem cells. Biochem. Biophys. Res. Commun..

[29] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[30] Krueger, F. & Andrews, S. R. SNPsplit: Allele-specific splitting of alignments between genomes with known SNP genotypes. *F1000Res***5**, 1479. 10.12688/f1000research.9037.2 (2016).10.12688/f1000research.9037.1PMC493451227429743

[31] Duffie R (2014). The Gpr1/Zdbf2 locus provides new paradigms for transient and dynamic genomic imprinting in mammals. Genes Dev..

[32] DeVeale B, van der Kooy D, Babak T (2012). Critical evaluation of imprinted gene expression by RNA-Seq: A new perspective. PLoS Genet..

[33] Kagitani F (1997). Peg5/Neuronatin is an imprinted gene located on sub-distal chromosome 2 in the mouse. Nucleic Acids Res..

[34] Schulz R (2009). Transcript- and tissue-specific imprinting of a tumour suppressor gene. Hum. Mol. Genet..

[35] Tibbit CJ (2015). Antisense activity across the Nesp promoter is required for Nespas-mediated silencing in the imprinted Gnas cluster. Noncoding RNA.

[36] Ono R (2003). Identification of a large novel imprinted gene cluster on mouse proximal chromosome 6. Genome Res..

[37] Babak T (2008). Global survey of genomic imprinting by transcriptome sequencing. Curr. Biol..

[38] MacIsaac JL, Bogutz AB, Morrissy AS, Lefebvre L (2012). Tissue-specific alternative polyadenylation at the imprinted gene Mest regulates allelic usage at Copg2. Nucleic Acids Res..

[39] Brideau CM, Eilertson KE, Hagarman JA, Bustamante CD, Soloway PD (2010). Successful computational prediction of novel imprinted genes from epigenomic features. Mol. Cell Biol..

[40] Ye A, He H, Kim J (2014). Paternally expressed Peg3 controls maternally expressed Zim1 as a trans factor. PLoS ONE.

[41] Ideraabdullah FY, Bartolomei MS (2011). ZFP57: KAPturing DNA methylation at imprinted loci. Mol. Cell.

[42] Okae H (2012). Re-investigation and RNA sequencing-based identification of genes with placenta-specific imprinted expression. Hum. Mol. Genet..

[43] Iglesias-Platas I (2013). Imprinting at the PLAGL1 domain is contained within a 70-kb CTCF/cohesin-mediated non-allelic chromatin loop. Nucleic Acids Res..

[44] Hikichi T, Kohda T, Kaneko-Ishino T, Ishino F (2003). Imprinting regulation of the murine Meg1/Grb10 and human GRB10 genes; roles of brain-specific promoters and mouse-specific CTCF-binding sites. Nucleic Acids Res..

[45] Sanli I (2018). Meg3 non-coding RNA expression controls imprinting by preventing transcriptional upregulation in cis. Cell Rep..

[46] Latos PA (2012). Airn transcriptional overlap, but not its lncRNA products, induces imprinted Igf2r silencing. Science.

[47] Jiang, W. *et al.* ZFP57 dictates allelic expression switch of target imprinted genes. *Proc. Natl. Acad. Sci. USA***118**. 10.1073/pnas.2005377118 (2021).10.1073/pnas.2005377118PMC786518533500348

[48] Varrault A (2017). Identification of Plagl1/Zac1 binding sites and target genes establishes its role in the regulation of extracellular matrix genes and the imprinted gene network. Nucleic Acids Res..

[49] Whipple, A. J. *et al.* Imprinted maternally expressed microRNAs antagonize paternally driven gene programs in neurons. *Mol. Cell***78**, 85–95 e88. 10.1016/j.molcel.2020.01.020 (2020).10.1016/j.molcel.2020.01.020PMC717601932032531

[50] Ghousein A, Feil R (2020). Imprinted small RNAs unraveled: Maternal microRNAs antagonize a paternal-genome-driven gene expression network. Mol. Cell.

[51] Bourc'his D, Xu GL, Lin CS, Bollman B, Bestor TH (2001). Dnmt3L and the establishment of maternal genomic imprints. Science.

[52] Ferron SR (2011). Postnatal loss of Dlk1 imprinting in stem cells and niche astrocytes regulates neurogenesis. Nature.

[53] Adnani L (2015). Zac1 regulates the differentiation and migration of neocortical neurons via Pac1. J. Neurosci..

[54] Johnson MD, Wu X, Aithmitti N, Morrison RS (2002). Peg3/Pw1 is a mediator between p53 and Bax in DNA damage-induced neuronal death. J. Biol. Chem..

[55] Mairet-Coello G (2012). p57(KIP2) regulates radial glia and intermediate precursor cell cycle dynamics and lower layer neurogenesis in developing cerebral cortex. Development.

[56] Lehtinen MK (2011). The cerebrospinal fluid provides a proliferative niche for neural progenitor cells. Neuron.

[57] Kota SK (2014). ICR noncoding RNA expression controls imprinting and DNA replication at the Dlk1-Dio3 domain. Dev. Cell.

[58] Gaspard N (2008). An intrinsic mechanism of corticogenesis from embryonic stem cells. Nature.

[59] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[60] Dobin A (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[61] Liao Y, Smyth GK, Shi W (2014). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[62] Raudvere U (2019). g:Profiler: A web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res..

[63] Takada T (2013). The ancestor of extant Japanese fancy mice contributed to the mosaic genomes of classical inbred strains. Genome Res..

[64] Zhao H (2014). CrossMap: A versatile tool for coordinate conversion between genome assemblies. Bioinformatics.

[65] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

How the deposited data were processed for this re-analysis (not part of the article)

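RNA-seq of day 12-JB1 cells was re-analysed from the tables that the authors deposited, for 2 wild-type and 2 *Zfp57*-/- replicates treated with 1 µM cyclopamine. The day 0 cells, the bisulfite, qRT-PCR and immunofluorescence experiments and the ZFP57 binding data were not analysed here.

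In the bulk table, the authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR, kept unique alignments, and gave for each gene of GENCODE vM20 the count of fragments assigned by featureCounts on the matching strand. In the allele-specific table, the authors aligned the reads to a genome masked at the strain SNPs, split them with SNPsplit into JF1 and B6 reads, and gave the count of fragments per gene and allele. Both tables hold raw counts without normalization. They were read whole and checked to hold whole, non-negative numbers. The distances to ZFP57 peaks are the paper's own, from the 1996 entries of Supplementary Table 2 that could be read.

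Bulk counts per library were 7663520 and 10225378 for wild-type and 9545119 and 10337082 for *Zfp57*-/- cells, and allelic counts were 2837013, 3695630, 3470671 and 3826604 in the same order. The sum of squared deviations between replicates, per degree of freedom and relative to counting noise, was 31.2 for wild-type and 6.37 for *Zfp57*-/- cells, so that replicates differed by more than counting error. Wilson intervals at 95% are given for shares that rest on few reads and cover counting error only. Where a group had at most 3 counts in every library, a fold change is given as a bound against 3 counts, and a share of 0 is given with the share that 3 reads would make.

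The analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes with more than 8 bulk counts over the 4 libraries were compared between genotypes by edgeR's robust quasi-likelihood test with TMM normalization. The threshold was a Benjamini-Hochberg adjusted p of 0.05. The replicates carry numbers in the sample labels, and the paper names no pairing. Genotypes were therefore compared without a pair term, and a fit with the replicate number as a block is given beside it. Deviations of same-numbered libraries correlated at 0.158 over 10529 genes, and the block fit gave 6984 differentially expressed genes against 5522.

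The allelic ratio is maternal/(maternal + paternal), averaged over replicates, with the intervals of the paper, at most 0.33 for paternal and at least 0.67 for maternal expression. Autosomal genes with at least 10 normalized allelic counts in both wild-type replicates were tested with edgeR on the 8 allele columns, with a term per library and an allele term per genotype. The X chromosome was left out, since the cells are male. A second edgeR fit, with a term for each genotype and allele and the bulk library sizes, gave the change of each allele between genotypes. It has no term per library and so treats both alleles of a library as independent, which can make its adjusted p too small. Median ratios per chromosome used genes with at least 10 allelic reads in every library. Neighbouring ratios are medians over the 15 nearest such genes, with the named imprinted genes left out.

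Segments were searched with a rule chosen after the data were seen. Genes with at least 20 allelic reads in each genotype and more than 1000 kb from a named imprinted gene were smoothed with a running median over 5 genes. A segment is a run of at least 5 genes at 0.9 or more, or at 0.1 or less, in one genotype and between 0.3 and 0.7 in the other. Chromosome 1 was split by least squares. Lists were compared by a hypergeometric test with all genes tested as background, by 10000 random lists matched on expression, and by Fisher's exact test. Levels of unchanged and up-regulated genes were compared by an exact permutation test.

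The tests were run on simulated data in which 200 genes were changed. The bulk test recovered 94.5% of them with 23 false calls among 19436 genes, the block fit 95% with 21, and DESeq2 94.5% with 18. The allele test recovered 100% with 17 false calls among 10977 genes, and the segment search found 20 of 20 simulated runs with 0 false ones. The allele simulation gave all genes a single fixed spread, which was not estimated from these libraries.

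Alternatives were DESeq2's test at its default settings, DESeq2's size factors, upper-quartile scaling, no filter and a stricter filter on low counts, the replicate block, a gene-length correction, *Actb* as the scale for the markers, stricter thresholds, other read minimums, ratio intervals and centrings of the allelic ratio, a test of proportions, and each library left out in turn. Leaving out a library leaves 1 replicate in a genotype, so only directions and ratios were compared there.

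Genes are named where the paper names them in its Results, in Fig. 2c, Fig. 2d, Fig. 3, Table 1 or Table 2. In addition, the 5 genes with the smallest adjusted p in each direction of the bulk comparison are named, and the 5 with the smallest adjusted p in the genotype-by-allele contrast that the paper does not name as imprinted, on chromosomes without a chromosome-wide shift.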

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

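The tests below were chosen after the patterns were seen, on the same libraries. The test for a chromosome-wide shift was set before the deposited counts were examined. By then, the part of the paper's supplementary allelic ratios that was read had shown many raised chromosome 1 ratios in *Zfp57*-/- cells. That test is therefore not an independent check. The allelic ratios and bulk fold changes of these segments had been seen when the tests on the separate allele counts were set, and they largely determine what those counts show. Each explanation is therefore a hypothesis. No genomic DNA was analysed here.

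The allelic ratio of chromosome 1 stands out among genes the paper does not discuss. In *Zfp57*-/- cells, 462 genes from 3205901 to 150108227 had a median maternal ratio of 0.654, and the replicates gave 0.653 and 0.652. The rest of the chromosome had 0.49. Allelic mapping bias was tested with the wild-type median of the same genes, which was 0.491 and so goes against it. RNA from JF1 cells in the *Zfp57*-/- libraries would raise other chromosomes as well, but their medians rose by at most 0.00149. Replacement of the paternal by the maternal copy in part of the cells would leave the summed expression as it was, and that shifted by 0.43 (log2). An extra maternal copy would leave the paternal reads as they were, and these shifted by -0.0307 while the maternal reads shifted by 0.96. An extra JF1 copy of this part of chromosome 1 may therefore be present in the *Zfp57*-/- cells. Of 945 genes tested in the segment, 230 were higher and 111 lower in *Zfp57*-/- cells. *Zdbf2* and *Adam23* lie in it. A change acquired by the *Zfp57*-/- line in culture cannot be told apart here from an effect of the genotype on this segment.

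On chromosome 2, from 48814109 to 59846149, 20 genes had a median maternal ratio of 1 in *Zfp57*-/- cells. The wild-type median of 0.478 goes against allelic mapping bias. Loss of the paternal copy would leave the maternal reads as they were, and their median shift was -0.11, while bulk counts shifted by -1.26. Of 37 genes tested there, 23 were lower. On chromosome 17, from 3103175 to 6079741, 10 genes had a median maternal ratio of 0 in *Zfp57*-/- cells. The paternal reads shifted by -0.0169 and bulk counts by -1.12, and 7 of 13 genes tested were lower. Both segments are consistent with the loss of a single parental copy, and no biological explanation was tested.

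In wild-type cells, 15 segments on 7 chromosomes, with 279 genes, had few or no paternal reads, with a median ratio of 1. In *Zfp57*-/- cells the median ratio of these genes was 0.488, which goes against mapping bias. Loss of the paternal copy from the wild-type cells would raise the summed expression of the *Zfp57*-/- cells, and its median shift was -0.0811 (from -0.41 to 0.43 by segment). With 2 copies of JF1 sequence in the wild-type cells, the maternal reads would fall to about the level of a single copy in *Zfp57*-/- cells, and their median shift was -0.93. By segment, the shift ran from -1.46 to -0.26. It was under -0.75, the limit set for 2 copies, in 9 of the 15 segments, and between that limit and -0.25 in the other 6, where the test does not decide. In 3 of these 6 the summed expression was also higher by more than 0.25, short of the 0.75 set for the loss of a copy, which is therefore not excluded there. Another of the 6, on chromosome 4 from 144892827 to 147904704, had a shift of -0.29 over 5 genes. Yet 41 of the 61 genes tested in it were higher in *Zfp57*-/- cells and 0 lower, so the shift does not decide there either. Over all 15 segments, 103 of 638 genes tested were higher and 79 lower. For the 9 segments, a candidate explanation is that the wild-type cells carry them as 2 copies with JF1 sequence and the *Zfp57*-/- cells do not. *Ptprg* and *Tenm4* lie in 2 of these 9.

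The paper reports the allelic ratio of imprinted genes. Here, 1553 genes that it does not name as imprinted also passed the genotype-by-allele threshold of edgeR, out of 1588. Of these, 557 lie in the segments above and 996 outside them. The 5 with the smallest adjusted p were *Rps3*, *Serpinh1*, *Rps15a*, *Rps3a1* and *Tubb5*, the first 3 of them in wild-type segments. Of the 996 genes, 835 had a lower and 161 a higher ratio in *Zfp57*-/- cells, with a median absolute change of 0.214. Simulated data with counting noise and a single fixed spread for all genes gave 17 false calls, far fewer than 996. That spread was not estimated from these libraries, so the spread between replicates is not excluded for a part of these genes. Wild-type segments too short for the rule would show one-allele expression in wild-type cells, which 93 of the 996 genes (9.34%) did. Segments of that kind account for a minority at most. Segments with only a partial excess of maternal reads in wild-type cells would escape this count and were not tested. For the remaining genes these tests leave the cause open. Differences in the degree of differentiation between the genotypes could not be separated from the genotype in these libraries.

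The maternal ratio of *Zfp57* in *Zfp57*-/- cells was 0, over 158 allelic reads, a measurement that the text of the paper does not give. Only part of its supplementary allele-specific data could be read here. Mapping bias against JF1 reads was tested with the wild-type ratio, which was 0.648 and goes against it. Loss of the maternal copy of the region was tested with the 15 nearest genes, whose median *Zfp57*-/- ratio was 0.488, which also goes against it. The paternal reads of *Zfp57* had a log2 fold change of 0.19 (edgeR adjusted p = 0.749). RNA that covers SNPs of *Zfp57* thus came from the B6 allele alone in *Zfp57*-/- cells. The reads of that allele did not differ past the threshold, while the bulk counts fell by a log2 fold change of -1.19 (edgeR adjusted p = 0.0225). The table gives no reads by exon, so whether this RNA spans the inactivated part was not tested.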

How the results depend on the processing

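The alternatives were set before the data were examined, except that genes in segments with an altered allelic ratio were left out, and all up-regulated genes of Table 2 were compared, as alternatives chosen after seeing the data. For each change below, the cause was not tested.

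The number of differentially expressed genes was 5522, and between 4138 and 6984 under DESeq2's test (4912), other scalings, other filters, the replicate block (6984), a gene-length correction or a minimum log2 change of 1. At an adjusted p of 0.01 it was 2901. Without the genes of altered segments it was 4968. In the 4 comparisons that each left out a library, 5522 genes kept their direction, which is nearly fixed for genes chosen on the same libraries, as it is for the other numbers of calls below with a library left out. The pairing was compared through the deviations of same-numbered libraries, which correlated at 0.158.

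Imprinted genes among them numbered 21 to 23 of 32, and 21 kept their direction with any library left out. Markers past the threshold numbered 22 to 26 of 33, and 23 kept their direction. Table 1 genes numbered 64 to 74 of 74, 71 that kept their direction with any library left out, and 69 without altered segments. The odds ratio of the distances was between 19.9 and 20.6. It is limited to genes the paper called, so the alternatives could hardly move it, and since it uses calls, no value exists with a library left out. Genes whose RNA level changed in the direction the paper states for their methylated or non-methylated chromosome numbered 23 or 24 of 33, and from 22 to 24 with a library left out.

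Genes with an allelic bias in wild-type cells numbered 30 to 34 under the alternatives, and from 32 to 33 of the 33 stayed past the ratio limits with a library left out. Genes with a reduced bias past the threshold numbered 26 to 31, and from 29 to 31 of the 31 stayed nearer 0.5 with a library left out. The number was 30 without altered segments. Silent alleles were higher at 24 or 25 genes, and active alleles lower at 14 to 17. With a library left out, 25 and 15 kept their direction.

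The wild-type level of unchanged against up-regulated imprinted genes differed by -1.22 (log2, p = 0.155) and passed the threshold per kilobase of transcript, at -1.95 (exact permutation test, p = 0.0199). With all 14 genes that Table 2 marks as up-regulated it was -0.57 (exact p = 0.507). With a library left out it ran from -1.26 to -1.19. DESeq2's size factors cannot move it, since they scale all genes of a library alike. The median *Zfp57*-/- ratio of chromosome 1 was 0.624, and moved by more than the spread of the replicates to 0.637 over summed reads, where the wild-type ratio also rose from 0.491 to 0.560 and the difference between genotypes became smaller, and to 0.630 over genes with wild-type ratios between 0.4 and 0.6.

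Of 1004 results for single genes and settings, for 100 genes with a log2 fold change and 46 with an allele contrast, 961 kept their direction and their side of the threshold, 22 newly passed it, 12 no longer passed it and 9 reversed. *Asb4* reversed to 0.11 with the replicate block. With a gene-length correction, *Snhg14* reversed to 0.34, *Phactr2* to 0.28 and *Trio* to 0.0702. With *Actb* as the scale, which moved the median of all genes to -0.68, *Pcna* reached -0.156, *Klf4* -0.23, *Sox2* -0.169 and *Gata6* -0.0896. Relative to that median they were at 0.52, 0.45, 0.51 and 0.59. The genotype-by-allele contrast of *Adam23* became -0.22 when ratios were centred on the chromosome median.

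Depth limits the allelic results for genes with few *Zfp57*-/- reads, such as *Igf2os* with 5, *Zim1* with 17 and *Th* with 3, and *Kcnk9* has none. With 2 libraries per genotype, no exact test across libraries can pass the threshold for a single gene, and the calls rest on variances shared among genes.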

Differences from the paper's values

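The paper gives an adjusted p of 0.0493 (the paper's value) for the allelic bias of *Th* in wild-type cells, and the edgeR allele test gave 0.12 over 59 reads. A test of proportions gave 0.0155, DESeq2 on the allele counts 0.807, centring on the genome-wide median 0.121, centring on the chromosome median 0.167 and the replicate block 0.204. None of these alternatives, all set before the data were examined, gave the paper's value. *Th* was past the threshold in the test of proportions and when the adjustment covered the named imprinted genes alone. The adjusted p of the latter was not compared with the paper's value, so it is left open whether that adjustment accounts for the difference.

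The paper states that *Nes* reached a similar level in both genotypes. In the RNA-seq counts it was lower in *Zfp57*-/- cells, as the paper also reports from its qRT-PCR, with a log2 fold change of -0.91 (edgeR adjusted p = 0.00524, and 0.000324 with the replicate block). The paper also states a similar activation of *Foxa2*, *Gata4* and *Gata6*. These genes did not differ past the threshold in the comparison without a block. They were higher in *Zfp57*-/- cells with the replicate block (edgeR adjusted p = 0.000816, 0.00214 and 0.0489). Without a filter on low counts, *Foxa2* and *Gata4* also passed (edgeR adjusted p = 0.00748 and 0.0172). For *Nes* and these genes, the paper's heatmap shows Z-scores of day 0 and day 12 cells, adjusted to beta-actin. The values here are day 12 levels scaled by TMM, so activation from day 0 was not compared.

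The paper counts *Airn* as up-regulated. Its edgeR adjusted p was 0.0947, and it passed the threshold with the replicate block (0.00681) and without a filter on low counts. The paper lists *Gpi1*, *Trio* and *Ptprg* in Table 1 as down-regulated, and in the edgeR comparison they did not pass the threshold. All 3 passed with DESeq2's test, with the replicate block and without a filter on low counts, and *Trio* and *Ptprg* also with a stricter filter. DESeq2's test also reached the paper's number of differentially expressed genes, 4912.

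The paper does not list *Kcnk9* among the genes with a significant maternal bias, and here its ratio was 0.673 (edgeR adjusted p = 0.0236). It was not among the biased genes with DESeq2 on the allele counts, with ratio limits of 0.3 and 0.7, with the ratio of pooled reads or when centred on the chromosome median, and with the latter 2 settings the number of biased genes was 32, as in the paper. The text of the paper calls *H19* paternally expressed, while its wild-type ratio here was 0.963, a maternal bias. The paper states that *Ddc* inverted its allelic expression. Its ratio moved from 0.341 to 0.57, and the genotype-by-allele contrast did not pass the threshold (edgeR adjusted p = 0.145), which it did in a test of proportions (0.0385). The paper finds *Igf2r* without a significant bias in wild-type cells, and here the difference between its alleles had an edgeR adjusted p of 4.71e-15 at a ratio of 0.64. The paper states that most genes of unchanged RNA level have a lower level in wild-type cells. The difference was -1.22 (log2, exact permutation test, p = 0.155), passed the threshold per kilobase of transcript, and was -0.57 (exact permutation p = 0.507) with all 14 up-regulated genes of Table 2.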

Other observations

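The tests in this part were chosen after the results were seen. The RNA level of *Adam23* rose in *Zfp57*-/- cells together with that of *Zdbf2*. An extra maternal copy of the chromosome 1 segment was examined as the cause. Among 432 genes of the segment, with a median log2 fold change of 0.53, a 5th percentile of -2.01 and a 95th percentile of 1.75, *Adam23* stood at percentile 75.2 and *Zdbf2* at 56.9, a range too wide to decide. An extra maternal copy without any other change would leave the paternal reads of *Adam23* as they were. These had a log2 fold change of 0.59 that did not pass the threshold (edgeR adjusted p = 0.127). The maternal share of *Adam23* was 0.583 (95% Wilson interval 0.553 to 0.613), below the median of 0.654 of the segment. These tests leave open how much of the higher level of *Adam23* comes from an extra copy and how much from regulation by the domain's own ICR.

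*Meg3*, *Rian* and *Mirg* kept a maternal bias in *Zfp57*-/- cells, with ratios of 0.666, 0.671 and 0.677. A copy-number change of the region would also move neighbouring genes, and the 15 genes nearest *Meg3* had a median of 0.48, which goes against it. Allelic mapping bias depends on the SNPs of each gene, and the wild-type ratio of *Meg3*, 0.995, does not show whether it is present, since its paternal allele was silent there. If mapping bias alone made equal alleles look biased, the maternal reads would change by about 1 log2 unit less than the bulk counts. The log2 fold changes were -0.05 for maternal reads and 0.48 in bulk for *Meg3*, 0.52 and 1.15 for *Rian*, and 1.61 and 2.10 for *Mirg*. These values argue against mapping bias as the only source of the remaining bias at these 3 genes. Their standard errors ran from 0.32 to 0.43, shared in part as the libraries are the same, and a smaller contribution is not excluded.

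In wild-type cells, 1302 genes had an allelic ratio of at most 0.33 or at least 0.67 with an edgeR adjusted p under 0.05. The paper does not name 1269 of them as imprinted, and 273 of these lie in the wild-type segments with few or no paternal reads. In crosses of a single direction, strain and parental origin are the same, so that a strain difference cannot be told apart from imprinting at the genes outside these segments. In the segments, the median ratio of 0.488 in *Zfp57*-/- cells, over 279 genes, argues against a strain difference, which both genotypes would share.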
